# Characterisation of equine satellite cell transcriptomic profile response to *β*-hydroxy-*β*-methylbutyrate (HMB)

**DOI:** 10.1017/S000711451600324X

**Published:** 2016-10-03

**Authors:** Katarzyna A. Szcześniak, Anna Ciecierska, Piotr Ostaszewski, Tomasz Sadkowski

**Keywords:** *β*-Hydroxy-*β*-methylbutyrate, Satellite cells, Transcriptomic profile, Muscles, Horses

## Abstract

*β*-Hydroxy-*β*-methylbutyrate (HMB) is a popular ergogenic aid used by human athletes and as a supplement to sport horses, because of its ability to aid muscle recovery, improve performance and body composition. Recent findings suggest that HMB may stimulate satellite cells and affect expressions of genes regulating skeletal muscle cell growth. Despite the scientific data showing benefits of HMB supplementation in horses, no previous study has explained the mechanism of action of HMB in this species. The aim of this study was to reveal the molecular background of HMB action on equine skeletal muscle by investigating the transcriptomic profile changes induced by HMB in equine satellite cells *in vitro*. Upon isolation from the *semitendinosus* muscle, equine satellite cells were cultured until the 2nd day of differentiation. Differentiating cells were incubated with HMB for 24 h. Total cellular RNA was isolated, amplified, labelled and hybridised to microarray slides. Microarray data validation was performed with real-time quantitative PCR. HMB induced differential expressions of 361 genes. Functional analysis revealed that the main biological processes influenced by HMB in equine satellite cells were related to muscle organ development, protein metabolism, energy homoeostasis and lipid metabolism. In conclusion, this study demonstrated for the first time that HMB has the potential to influence equine satellite cells by controlling global gene expression. Genes and biological processes targeted by HMB in equine satellite cells may support HMB utility in improving growth and regeneration of equine skeletal muscle; however, the overall role of HMB in horses remains equivocal and requires further proteomic, biochemical and pharmacokinetic studies.

The domestic horse, *Equus Caballus*, is an evolutionary successor of grazing herbivores, whose survival was closely related to the speed and endurance necessary to escape predators and search for food. Since its domestication, man has used selective breeding to enhance performance capabilities of equids, so that they can fulfil their important role in human civilisation^(^ ^1^ ^)^. This has made the horse a valuable animal model for studying exercise physiology.

In modern days, the horse has become an extraordinary ‘athlete’, exercised for a broad range of sporting activities (racing, endurance rides, show jumping, dressage, 3-d eventing, heavy draught work, polo, reining, cutting and competitive driving, as well as pleasure riding)^(^ ^1^ ^)^, which may be associated with serious muscle overloading and an increased risk of injuries. This concerns especially the top-level competitors that are exposed to maximal training loads to achieve even a tiny increase in performance; however, even this small edge over competitors may result in winning the competition^(^ ^2^ ^)^.

This explains the growing demand for alternative treatments that may help improve equine muscle performance and avoid injury. One of these is supplementation with *β*-hydroxy-*β*-methylbutyrate (HMB), a metabolite of the essential branched-chain amino acid leucine^(^ ^3^ ^)^. The benefits of HMB supplementation on muscle metabolism have been demonstrated in various species, under physiological as well as pathological conditions^(^ ^3^ ^,^ ^4^ ^)^. Previous studies have indicated that HMB may affect muscle metabolism and growth by at least six different mechanisms of action, including attenuation of protein degradation^(^ ^5^ ^)^, increased protein synthesis^(^ ^6^ ^)^, protection of sarcolemma^(^ ^7^ ^)^, inhibition of apoptosis^(^ ^8^ ^)^, enhancement of somatotrophic axis function^(^ ^9^ ^)^ and myogenic cell activation^(^ ^10^ ^)^. Recent evidence has indicated additional benefits of HMB supplementation related to energy metabolism, including improved aerobic performance^(^ ^11^ ^)^ as well as increased fat loss with exercise^(^ ^12^ ^)^; however, the underlying mechanisms are poorly understood.

Despite the large amount of literature linked to HMB, only two reports have supported anecdotal data showing HMB’s benefits in thoroughbred racing horses. In one of them, exercising thoroughbred race horses receiving daily 15 g Ca salt of HMB during a 16-week training season showed a significant decrease in post-exercise blood creatinine phosphokinase and lactate levels over both training and racing seasons^(^ ^13^ ^)^. Miller *et al*.^(^ ^14^ ^)^ observed similar results when supplementing racing horses with 10 g of HMB daily, with a significantly improved win rate after the 1st month of racing. Taken together, the present experiment meets the demand for more detailed studies concerning HMB’s effectiveness in horses.

In adult skeletal muscle, regeneration and hypertrophy depend on the activation of mononucleated, muscle precursor cells called satellite cells (SC)^(^ ^15^ ^)^, embedded between the sarcolemma and the basement membrane of muscle fibres. Previous *in vitro* and *in vivo* studies indicate that HMB may activate SC^(^ ^8^ ^,^ ^10^ ^,^ ^16^ ^,^ ^17^ ^)^, but the mechanism underlying this action remains unclear. Some evidence suggests that HMB regulates the expression of myogenesis-related genes^(^ ^8^ ^)^; however, until now, no one has demonstrated any effect of HMB on global gene expression.

The horse is a valuable animal model for studying exercise physiology. Gene expression determines most of the phenotype; therefore, the present study focused on revealing the molecular background of HMB action in equine skeletal muscle by investigating the impact of HMB on global gene expression in differentiating equine satellite cells (ESC) *in vitro*. To our knowledge, this is the first study where HMB’s trancriptomic profile was described. This *in vitro* model can help identify and better understand the potential therapeutic options to promote muscle regeneration and energy metabolism in horses and other mammals.

## Methods

### Cell culture

#### Media and reagents

The following materials were used during cell culture: the Ca salt (monohydrate) of HMB (Ca-HMB) was purchased from Metabolic Technologies; Dulbecco’s Modified Eagle Medium (DMEM) (1×) with glutamax, fetal bovine serum (FBS), horse serum (HS) and antibiotics (AB) **–** penicillin–streptomycin and fungizone – were purchased from Gibco, Life Technologies; penicillium crystalicum (AB) was purchased from Polfa Tarchomin; PBS, protease from *Streptomyces griseus* and DMSO were purchased from Sigma Aldrich. Tissue culture flasks Primaria (25, 75 cm^2^) and Collagen I Cellware six-well plates were purchased from Becton Dickinson. Ca-HMB was transformed to the acid form by acidification with 1 N-HCl. HMB was then extracted four times with diethyl ether. The pooled organic layer was dried under vacuum for 24 h at 38 °C. The resulting free acid was 99 % HMB as assessed by HPLC.

#### Muscle sampling and satellite cells isolation

*Semitendinosus* muscle samples were collected *ex vivo* from six horses (6-month-old, healthy colts). Muscle sampling and ESC isolation are described in detail by Szcześniak *et al*.^(^ ^18^ ^)^. In brief, *semitendinosus* muscle samples were dissected free of surrounding tissues, sliced, washed in PBS with decreasing antibiotics concentration, suspended in FBS with 10 % DMSO, cooled to −80°C and stored in liquid N_2_. Before isolation, the samples were thawed, centrifuged and washed three times with PBS along with antibiotics. Samples were incubated with DMEM/AB/protease from *S. griseus* and sieved in order to separate tissue debris. The filtrates were centrifuged three times, re-suspended in proliferation medium (10 %FBS/10 %HS/DMEM/AB) and transferred to polypropylene Petri culture disks. One-and-a-half hours of preplating was performed to minimise possible fibroblast contamination. Subsequently, the supernatant containing ESC was transferred to Primaria culture flasks.

#### Cell culture and experimental design

The experimental design is presented in Fig. 1. Upon isolation, samples of ESC (*n* 6) were incubated for 10 d in Primaria culture flasks. The proliferation medium was changed every 2 d. On the 10th day, cells were trypsinised, and 30 000 cells (counted by Scepter Cell Counter; Merck Millipore) from each flask were transferred to the respective wells of two six-well plates. One plate was dedicated to HMB treatment and one served as the control. After obtaining 80 % of confluence, the proliferation medium was replaced with a differentiation medium (2 % HS/DMEM/AB). Immediately after 48 h of differentiation, the medium from one plate was replaced by a differentiation medium containing 50 µm of HMB, whereas in the second plate the standard differentiation medium was used as a control. After 24 h, the medium from each plate was discarded, plates were washed with PBS and stored at −80°C until further analysis. The concentration of HMB was based on the available literature values and cell viability colourimetric assay test with 3-(4,5-dimethylthiazol-2-yl)-2-5-diphenyltetrazolium bromide (data not shown).

**Fig. 1:**
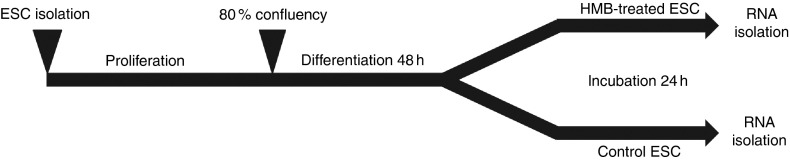
Experiment design. Equine satellite cells (ESC) were cultured until they reached 80 % confluence; next, the proliferation medium was replaced with a differentiation medium. After the 2nd day of differentiation, cells were incubated for 24 h with *β*-hydroxy-*β*-methylbutyrate (HMB). Following the HMB treatment, differentiating cells were scraped and stored at −80°C until further analysis.

### Microarray analysis and real-time quantitative PCR validation

#### RNA isolation, validation, labelling hybridisation and microarray analysis

Total RNA from HMB and control cells was isolated according to the protocol supplied with the miRNeasy Mini Kit (Qiagen). RNA quantity was measured spectrophotometrically using NanoDrop (NanoDrop Technologies). The analysis of final RNA quality and integrity was performed with BioAnalyzer 2100 (Agilent Technologies). To ensure optimal microarray data quality, only samples with the highest RNA integrity number (RIN)≥9·2 were included in the analysis.

Analysis of gene expression profiles was performed using *Horse Gene Expression Microarray*, 4×44K (Agilent Technologies). Low Input Quick Amp Labeling Kit (Agilent Technologies) was used to amplify and label total RNA (100 ng) to generate complementary RNA (cRNA). On each two-colour microarray, 825 ng of cRNA from HMB-exposed cells (labelled by Cy5, *n* 4) and 825 ng of cRNA from control cells (labelled by Cy3, *n* 4) were hybridised to the arrays (Gene Expression Hybridization Kit; Agilent Technologies) according to the manufacturer’s protocol.

RNA Spike-In Kit (Agilent Technologies) was used as an internal control to efficiently monitor microarray workflow for linearity, sensitivity and accuracy. Acquisition and analysis of hybridisation intensities were performed using the DNA microarray scanner (Agilent Technologies) and Feature Extraction software 10.7.3.1 according to the standard manufacturer’s procedures. Linear Lowess was applied for data normalisation and Cy5/Cy3 dye bias compensation.

### Statistical analysis

Statistical analysis was performed using Gene Spring 13 software (Agilent Technologies) with the default setting for two-colour microarrays. The estimated significance level (*P* value) was corrected for multiple hypotheses testing using the Benjamini and Hochberg false discovery rate (FDR) adjustment. mRNA with FDR≤0·05 were selected as significantly differentially expressed genes (DEG).

The microarray experiment was performed according to Minimum information about a microarray experiment (MIAME) guidelines^(^ ^19^ ^)^. The data discussed in this publication have been deposited in National Center for Biotechnology Information’s (NCBI’s) Gene Expression Omnibus (GEO)^(^ ^20^ ^)^ and are accessible through GEO Series accession number GSE74495 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE74495).

#### Complementary DNA synthesis and real-time quantitative PCR

To independently assess expression changes for a selected group of genes obtained from the microarray data, the real-time quantitative PCR (RT-qPCR) method was applied. The sequences of verified genes, complementary to those on microarrays, were obtained from Ensembl database. Primers were designed using Primer-Blast software (NCBI database) and then checked for secondary structures using the Oligo Calculator (http://www.basic.northwestern.edu/biotools/oligocalc.html). The secondary structures of the amplicon were examined using m-fold Web Server (http://mfold.rna.albany.edu/?q=mfold). The sequences of primers are listed in Table 1. The primers were purchased from Oligo IBB (Polish Academy of Science). Each primer pair was quality tested to ensure that a single product was amplified (dissociation curve analysis) and that there was no primer–dimer coupling.

**Table 1:** Sequences of primers used for real-time quantitative PCR

No.	Gene symbol	Forward primer	Reverse primer	Annealing temperature (ºC)	Product lenght
1	*Cfl2*	CCCGCAGAGTTGACACAATA	TGTGGCATCGTACAAAGCAT	60	282
2	*Myf5*	GGAGACGCCTGAAGAAAGTC	CCGGCAGGCTGTAGTAATTC	60	171
3	*Rbfox*	GAACCAGGAGGGATCTTCCA	TTGCCATACACAGGCTCTTG	60	213
4	*S1pp1*	CCCAAGTCAGTCCAACGAAA	GGCACAGCTGGTGTAAAAAC	60	143
5	*Tgfb2*	AGTACTACGCCAAGGAGGTT	TAGGCGGGATGGCATTTTCC	60	72
6	*Trim63*	AAGGAGGCAGCCAGGTAGAG	CACGGACACTGAGCCACTTC	62	220
7	*Gapdh*	GTTTGTGATGGGCGTGAACC	GTCTTCTGGGTGGCAGTGAT	60	198

*Cfl2*, coffilin 2; *Myf5*, myogenic factor 5; *Rbfox*, RNA binding protein, fox-1 homolog *C. elegans*; *S1pp1*, secreted phosphoprotein 1; *Tgfb2*, transforming growth factor, *β*2; *Trim63*, muscle-specific RING finger protein 1; *Gapdh*, glyceraldehyde 3-phosphate dehydrogenase.

A quantity of 1 µg of total RNA from HMB-treated and control cells (*n* 6) was reverse transcribed using a Transcription First Strand cDNA Synthesis Kit (Agilent Technologies). All analyses were performed on individual samples of total RNA using a SensiFAST SYBR lo-ROX Kit (Blirt, Bioline) following the manufacturer’s protocol. Assays for each gene were conducted in duplicate in a Stratagene Mx3005p thermal cycler (Agilent Technologies) according to the following protocol: pre-incubation for 2 min at 95°C and amplification (forty cycles), with denaturation at 95°C for 5 s and annealing at the temperatures specified in Table 1 for 15 s. The dissociation curve setting was as follows: denaturation at 95°C for 0 s, annealing (at the temperatures specified in Table 1), continuous melting up to 95°C for 0 s (slope=0·1°C/s) and cooling at 40°C for 30 s. Glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) was used as a reference gene. The relative expression of the target gene was calculated according to the following formula:
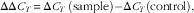
where Δ*C* 

 is the difference in *C*_*T*_ between the targeted gene and the reference control. Results were calculated as 

 using GenEx 6.0 (MultiD Analyses)^(^ ^21^ ^)^. The amplification efficiency (*E*=10^(−1/slope)^–1) was determined using a comparative quantitation standard curve and was >0·9 for each target gene and the reference gene. Standard curves were generated using a four-point 1:10 dilution series starting with cDNA representing 10 ng of input total RNA. RT-qPCR analysis was conducted according to a standardised approach^(^ ^22^ ^)^.

### Functional analysis

The list of DEG was examined by the Functional Analysis tool in the Database for Annotation, Visualization and Integrated Discovery (DAVID version 6.7) to assign them to gene ontology (GO) terms and KEGG pathways (Kyoto Encyclopedia of Genes and Genomes)^(^ ^23^ ^)^. Human background was used for this analysis, because far more human genes are annotated and more information in databases is available for humans than for horses. Enrichment of DEG was calculated by EASE score (modified Fisher exact test). For further analysis and visualisation of data, the Pathway Studio Web Mammalian was used. This database of functional relationships between mammalian proteins is compiled using Med Scan technology from over twenty-four million PubMed abstracts and over 3·5 million Elsevier full-text papers. All identified relations were filtered by reference count (≥2) to ensure maximal confidence levels, which means that the number of publications confirming each relationship was ≥2.

## Results

### Microarray analysis

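The mRNA of differentiating equine satellite cells (ESC) exposed to HMB, a metabolite of leucine, was compared with that of control cells on 4 two-colour arrays of 60-base probes. The cells had differentiated for 48 h before HMB was added for 24 h. The methods section gives its dose as 50 µM, whereas the description of the deposited samples gives 50 µg. The description field of every sample also calls the cells GO-treated and gives the same replicate number. The titles, the source names and the paper say HMB, so HMB and the replicate numbers of the titles were used. On every array the HMB-treated cells were labelled with Cy5 and the control cells with Cy3. As the dyes were never exchanged, any bias of a probe towards 1 dye is part of its ratio of HMB-treated to control cells. By the methods section, the HMB-treated wells were on 1 plate and the control wells on another. A difference between the plates is thus also part of every ratio, including those called changed by HMB. The paper's text does not name the colts whose cells were hybridised to each array, or state whether both samples of an array came from the same colt.

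The authors deposited the output of Feature Extraction for each array, and the files name its version as 10.10.1.1. The value of a spot is the log10 ratio of Cy5 over Cy3 after background subtraction and the linear and lowess dye normalisation of the authors. These values were multiplied by 3.32 to give log2 ratios, so that a positive value stands for higher mRNA in HMB-treated cells. Each array held 43803 spots of 43603 probes once the control spots were left out. Spots that Feature Extraction had marked as non-uniform or as population outliers, which were 11, 17, 32 and 15 spots on arrays 1 to 4, were not used. No spot was saturated. The ratios of the 50 probes with 5 spots each were averaged. A probe was tested when the same channel was well above background on all 4 arrays and at least 3 arrays gave a value, which held for 27383 probes.

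The median over spots of the ratio of signal to background was between 3.16 and 3.82 in Cy3 and between 4.68 and 5.85 in Cy5, depending on the array. For the spike-in controls, the slope of the observed on the mixed log ratios was 0.859, 0.855, 0.833 and 0.803 on arrays 1 to 4, with a mean of 0.837, and their correlation was between 0.981 and 0.991. The SD of the log2 ratios over the probes was 0.35, 0.34, 0.39 and 0.48 on arrays 1 to 4. Across the tested probes, which are not independent replicates, Pearson's correlation of the log2 ratios was lowest between arrays 1 and 4, at 0.54, and highest between arrays 2 and 3, at 0.75. Spearman's rho for the same pairs was 0.40 and 0.73.

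The mean log2 ratio of each probe was tested against 0, two-sided, with limma, which pools the variance of all tested probes. The Benjamini and Hochberg adjustment was made over the 27383 probes, with the threshold of 0.05 used in the paper. The number of arrays, 4, limits the precision of every value. An exact test that reverses the sign of whole arrays has 8 distinct outcomes here, too few for any probe to pass the threshold. Errors are SD over the 4 arrays unless a standard error is named. Gene symbols are written as in the array annotation, and positions are those that the files give for the probe on the EquCab1 genome. A gene with several tested probes is represented by the probe of the transcript named in Table 2 or, failing that, by the probe with the highest mean intensity.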

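Of the tested probes, 6257 (22.8%) had an adjusted P of at most 0.05. Their mean log2 ratio was positive for 3071 probes and negative for 3186. Before adjustment, 10546 probes had a P under 0.05. The median log2 ratio of all tested probes was 0.02. The alternative that moved the count most was the methods' t-test, in which each probe is tested on its own 4 ratios. The methods section names no test, and this one is taken from the supplementary workbook. It gave 768 probes, 346 higher and 422 lower in HMB-treated cells, of which 677 were also among the probes found by limma, and 8435 probes had a P under 0.05 in it before adjustment. With ratios centred on the median of each array and no lowess normalisation, 59.2% of the changed probes were higher in HMB-treated cells, compared with 49.1% after the lowess normalisation of the authors, 34.7% with the channels compared without pairing within arrays and 36.3% without array 2. Without array 2 the count was 2569 and without array 3 it was 2729.

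**Figure D1:**
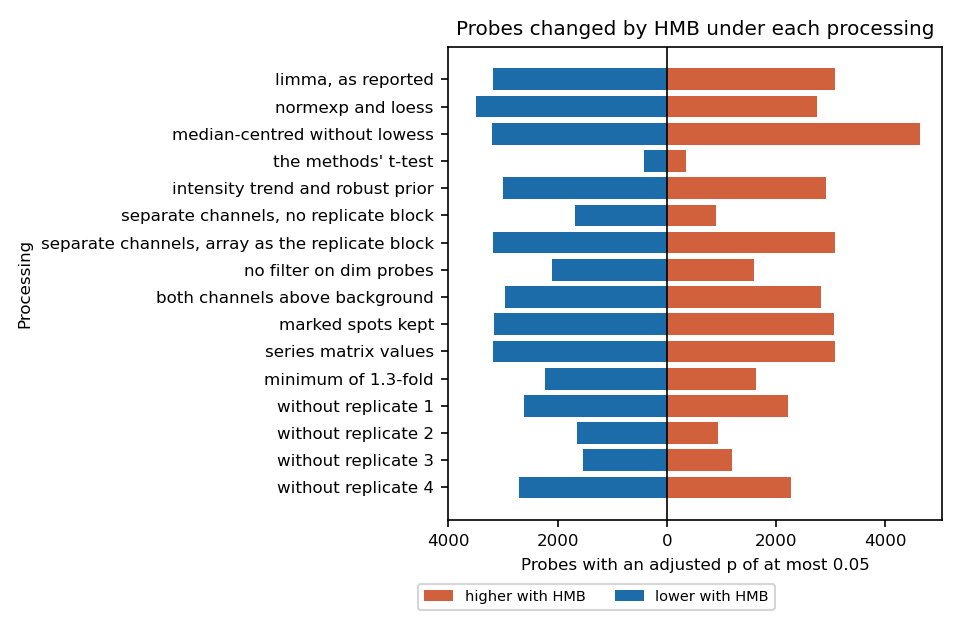
Number of probes with an adjusted P of at most 0.05 under each processing, on a linear axis, with probes lower in HMB-treated cells to the left of 0 and probes higher in HMB-treated cells to the right. The bars are shortest for the methods' t-test, with 346 probes higher and 422 lower, and the bar of higher probes is longest without lowess, with 4632 probes.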

Analysis of gene expression between HMB-treated and control cells revealed statistically significant (FDR≤0·05) differences in the case of 627 records. Within them were 361 unduplicated, identified transcript ID including 159 up- and 202 down-regulated DEG, in the HMB *v*. the control group. 

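The probes past the threshold of the limma test belonged to 3586 of the 14179 tested genes or transcripts. Of these, 1844 were higher and 1736 lower in HMB-treated cells, and 6 had probes that changed both ways. In the methods' t-test, 477 genes or transcripts were changed, 223 higher and 254 lower. Among genes with a symbol, the largest falls with the same sign on all arrays were those of *PLAC8B*, with a mean log2 ratio of -3.04 ± 1.88, and *DDX60* (ENSECAT00000026051, chromosome 2, 52578509 to 52581586), at -3.04 ± 0.88 (adjusted P = 0.00277). They were followed by *CD74*, at -2.91 ± 0.49, *IFI44*, at -2.78 ± 1.22, and *IFIH1*, at -2.66 ± 1.25, with adjusted P values between 0.000717 and 0.0218 over the 5 genes. The place of *PLAC8B* leans on array 3, its ratios being -2.74, -2.32, -5.73 and -1.39 on arrays 1 to 4. The signal of *CD74* in HMB-treated cells was above background on 1 array only, while that in control cells was above it on all 4. The largest rises were those of *GJB7* (3.33 ± 0.46), *MSR1* (3.04 ± 1.00), *OR2Q1P* (2.96 ± 0.36), *CHGB* (2.86 ± 0.37) and the metallothionein gene *LOC100630858* (2.84 ± 0.43). The signal of *GJB7*, *MSR1*, *OR2Q1P* and *CHGB* in control cells was above background on 0 of 4 arrays, so that their ratios are not measured folds. A lower bound was computed as the mean over arrays of the HMB signal minus the control signal raised, on each array, to the lowest signal of any probe well above background in that channel. It gave at least 2.18-fold for *GJB7*, at least 1.87-fold for *MSR1*, at least 1.69-fold for *OR2Q1P* and at least 1.83-fold for *CHGB*, and it is open to dye bias as any ratio here is.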

All array data are plotted and shown in the online Supplementary Material S1. Table 2 presents genes selected for discussion, presumably involved in HMB action on ESC.

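A probe of 23 of the 24 genes in Table 2 was tested, and that of *ABCA1* was too dim. The table gives the symbol *Lama2* to the row described as laminin α5, which was taken here as *LAMA5*. All 23 mean log2 ratios had the direction given in the table, and 22 had it on all 4 arrays, the exception being *ZFP91*, which was lower on 3. In the limma test, 20 genes passed the threshold, 17 lower and 3 higher in HMB-treated cells, and *ESRRA*, *ZFP91* and *MAPK14* were not past it. As the study chose these genes on the same arrays, the count adjusted over the list alone, which was 21, is not independent evidence. The alternative that moved the count most was the methods' t-test, in which 11 of the 23 genes passed. With no lowess normalisation, *TAGLN3* and *ZFP91* changed direction and had positive mean ratios. Of the 20 genes, 14 passed the threshold whichever array was left out, with 15 of them past it without array 2 and 14 without array 3. The paper's reported fold changes lay within the SD over arrays for 21 of the 23 genes, and the median difference in size was 0.03 on the log2 scale. Across these genes, which are not independent replicates, Pearson's correlation between both sets of log2 values was 0.95.

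**Figure D2:**
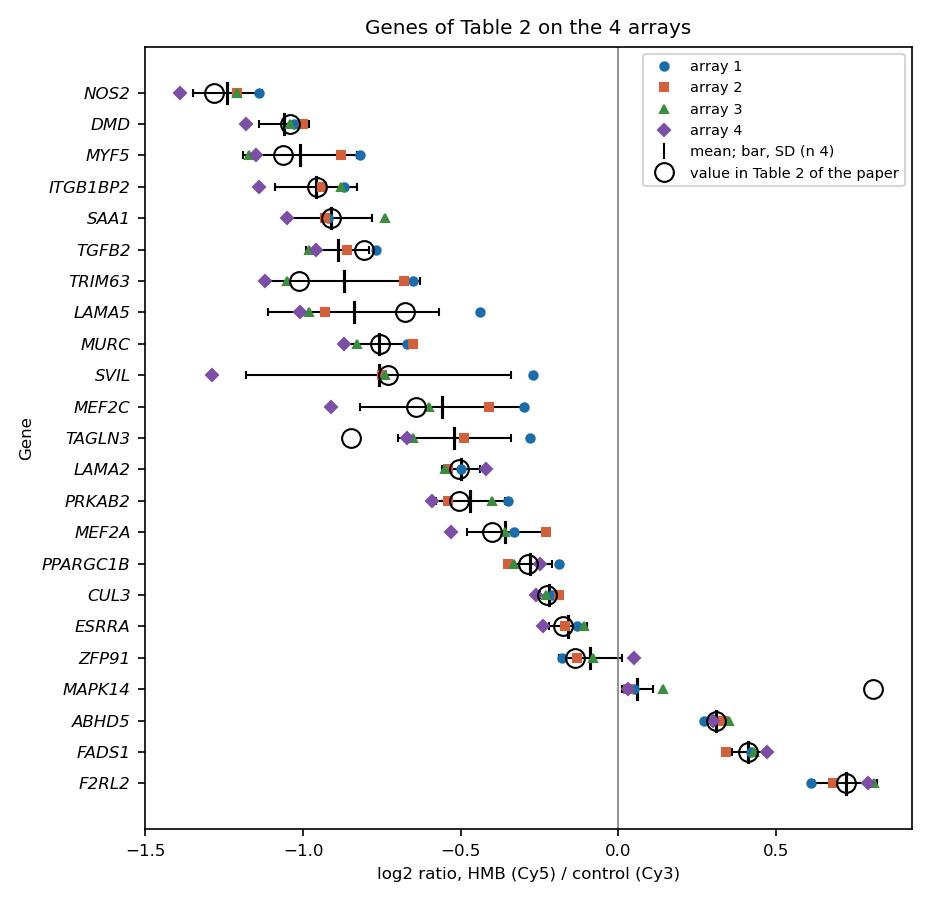
Log2 ratio of HMB-treated to control cells for the 23 tested genes of Table 2, with 1 point per array, the mean and SD over the 4 arrays, and an open circle for the value in the paper's Table 2. The means of 19 genes lie below 0 and those of 4 above it, although those of *TAGLN3* and *ZFP91* rise above 0 without lowess, and the open circles of *TAGLN3* and *MAPK14* lie outside the SD.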

**Table 2:** List of selected differentially expressed genes in *β*-hydroxy-*β*-methylbutyrate-treated *v*. control equine satellite cells (false discovery rate≤0·05, *n* 4)

No.	Gene symbol	Fold change	Description	False discovery rate (corrected *p*-value)
1	*Nos2*	−2·43	Inducible nitric oxide synthase (NM_001081769)	4·34E–2
2	*Myf5*	−2·09	Myogenic factor 5 (ENSECAT00000021416)	4·63E–2
3	*Dmd*	−2·06	Dystrophin (ENSECAT00000023688)	3·18E–2
4	*Trim63*	−2·02	Tripartite motif containing 63, E3 ubiquitin protein ligase (ENSECAT00000026380)	4·96E–2
5	*Itgb1bp2*	−1·94	Integrin *β* 1 binding protein (melusin) 2 (ENSECAT00000016364)	4·52E–2
6	*Saa1*	−1·88	Serum amyloid A1 (ENSECAT00000013971)	4·96E–2
7	*Tagln3*	−1·80	Transgelin 3 (ENSECAT00000010210)	4·73E–2
8	*Tgfb2*	−1·75	Transforming growth factor, *β*2 (XM_003364564·2)	3 31E–2
9	*Murc*	−1·69	Muscle-related coiled-coil protein (ENSECAT00000006670)	4·76E–2
10	*Svil*	−1·66	Supervillin (XM_014737013·1)	4·88E–2
11	*Lama2*	−1·60	Laminin, *α*5 (XM_014735356·1)	3·18E–2
12	*Mef2c*	−1·56	Myocyte enhancer factor 2 C (XM_014857076·1)	3·56E–2
13	*Lama2*	−1·42	Laminin, *α*2 (ENSECAT00000025657)	3·96E–2
14	*Prkab2*	−1·42	Protein kinase, AMP-activated, *β*2 non-catalytic subunit (XM_008509324·1)	4·65E–2
15	*Mef2a*	−1·32	Myocyte enhancer factor 2A (XM_011521571·1)	4·76E–2
16	*Ppargc1b*	−1·22	PPAR-*γ* coactivator (ENSECAT00000021080)	4·75E–2
17	*Cul3*	−1·17	Cullin 3 (ENSECAT00000012128)	4·67E–2
18	*Esrra*	−1·13	Oestrogen-related receptor *α* (ENSECAT00000016651)	4·31E–2
19	*Zfp91*	−1·10	Zinc finger protein 91 homolog (XM_005598160)	3·95E–2
20	*Abca1*	1·79	ATP-binding cassette, sub-family A, member 1 (XM_001493790)	3·87E–2
21	*Mapk14*	1·75	Mitogen-activated protein kinase 14 (XM_005604060)	4·89E–2
22	*F2rl2*	1·65	Coagulation factor II (thrombin) receptor-like 2 (ENSECAT00000010830)	4·49E–2
23	*Fads1*	1·33	Fatty acid desaturase 1 (XM_008510001)	4·96E–2
24	*Abhd5*	1·24	Anhydrolase domain containing 5 (ENSECAT00000023610)	3·96E–2

### Real-time quantitative PCR

According to the ontological classification and the literature, six genes – *Cfl2* (coffilin 2, muscle), *Myf5* (myogenic factor 5), *Rbfox* (RNA binding protein, fox-1 homolog *C. elegans*), *S1pp1* (secreted phosphoprotein 1), *Tgfb2* (transforming growth factor, *β*2) and *Trim63* (muscle-specific RING finger protein 1) involved in the skeletal muscle development – were selected for RT-qPCR validation. 

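The 6 genes measured by RT-qPCR, *CFL2*, *MYF5*, *RBFOX1*, *SPP1*, *TGFB2* and *TRIM63*, were all lower in HMB-treated cells on each of the 4 arrays. The RT-qPCR data themselves were not analysed here. All 6 passed the threshold of the limma test, and 6 passed it adjusted over the list alone, which is not independent evidence because the genes were picked from these arrays. The median of their mean log2 ratios was -0.93. The largest fall was that of *SPP1* (ENSECAT00000018317, chromosome 3, 49518837 to 49518896), with a mean log2 ratio of -1.48 ± 0.26 and an adjusted P = 0.00113. *RBFOX1* (XM_001502559, on an unplaced sequence from 78651759 to 78651818) had a mean of -0.96 ± 0.14 and an adjusted P = 0.00125, with 2 of its 3 probes tested. *CFL2* (ENSECAT00000000504, chromosome 1, 165367899 to 165367958) had the smallest fall, -0.38 ± 0.19, with an adjusted P = 0.0269. It was not past the threshold without array 1 (adjusted P = 0.0612), array 2 (0.0673) or array 3 (0.0751). In the methods' t-test, which moved the count most, 3 of the 6 genes passed, namely *RBFOX1*, *SPP1* and *TGFB2*.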

Expression changes from RT-qPCR data overlapped microarray results and are presented in Fig. 2.

**Fig. 2:**
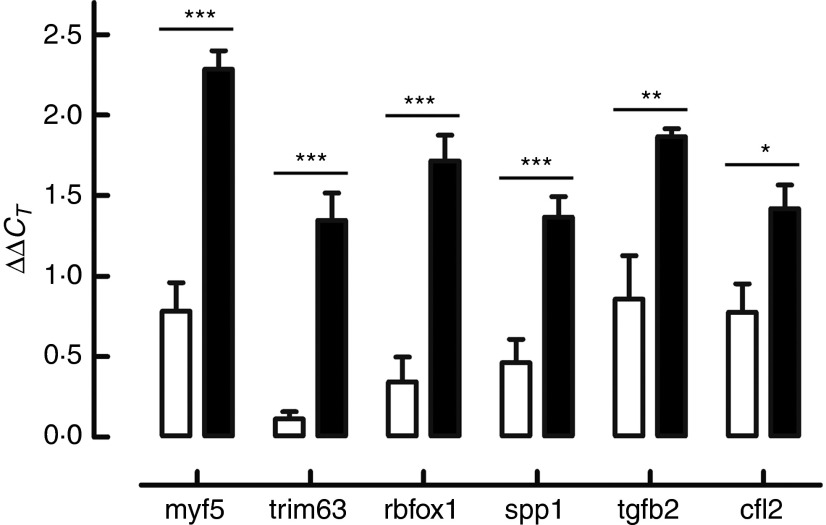
Genes selected for real-time quantitative PCR (RT-qPCR) validation of microarray results: *Cfl2* (coffilin 2, muscle), *Myf5* (myogenic factor 5), *Rbfox* (RNA binding protein, fox-1 homolog *C. elegans*), *S1pp1* (secreted phosphoprotein 1), *Tgfb2* (transforming growth factor, *β*2) and *Trim63* (muscle-specific RING finger protein 1). Expression changes from RT-qPCR data overlapped microarray results. * *P*≤0·05, ** *P*≤0·01, *** *P*≤0·001 are significant (*n* 6). 

, *β*-hydroxy-*β*-methylbutyrate (HMB); 

, Ctrl.

### Functional analysis

DAVID functional analysis assigned DEG to seventy-five biological processes (BP), eleven cellular components and ten molecular functions as well as four KEGG pathways (EASE score *P*<0·05). All GO considered significant are shown in the online Supplementary Material S2. 

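Beside 'muscle organ development', 9 of the terms and pathways that the paper lists with all their genes were tallied. The lists for 'regulation of cellular localisation' and 'cytosolic small ribosomal subunit' are also complete but were not tallied. The genes of the latter are among those of the 'small ribosomal subunit'. That for 'positive regulation of biosynthetic process' was not tallied either, and it prints as many genes as its count although it ends in dots. Together the 9 hold 55 genes, of which 53 were tested. Those not tested for want of signal were *CYTIP* and *GUCY1A3*. Of the tested genes, 39 passed the threshold of the limma test, 19 lower and 20 higher in HMB-treated cells, and 45 passed adjusted over the list alone, which is not independent evidence because the study chose them on these arrays. Their median log2 ratio was 0.12 and their mean -0.10, which differ in sign. The count fell most when array 2 was left out, to 20, and 18 of the 39 genes passed whichever array was left out. For 'regulation of ossification', 5 of 7 genes passed, with *TGFB2*, *MGP* and *SMAD1* lower and *GDF10* and *SKI* higher. Of these, 3 remained past the threshold without array 2 and 3 without array 3. *MGP*, at -0.39, changed direction to 0.44 with no lowess normalisation. The control signal of *GDF10* was above background on 3 of 4 arrays. For 'positive regulation of hydrolase activity', 8 of 10 genes passed, 2 lower and 6 higher, between *ANG* at -0.50 and *LPAR2* at 0.56, of which 3 remained past the threshold without array 2 and 4 without array 3. All 6 genes of the 'small ribosomal subunit' were higher, by between 0.10 (*RPS12*) and 0.39 (*RPS18*), and 3 passed, but 0 of these 3 did so in limma without array 2 or without array 3. For 'manganese ion binding', 7 of 9 genes passed, of which 1 remained past the threshold without array 2 and 1 without array 3. For 'vascular smooth muscle contraction', 5 of 6 tested genes passed, the largest fall being that of *KCNMB2* (-1.21 ± 0.24), but 2 of them did so without array 2, 2 without array 3 and 1 in the methods' t-test. For 'hypertrophic cardiomyopathy', 4 of 6 genes passed, all lower, and all 4 did so whichever array was left out.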

KEGG pathways and the most significantly enriched (EASE score <0·01) GO retrieved from DAVID are presented in Table 3, providing a comprehensive overview of important processes, most likely induced by HMB in differentiating ESC.

**Table 3:** Functional analysis of differentially expressed genes*

GO					
Categories	Term	Count	%	*P*	Genes
Biological process	GO:0007517 – muscle organ development	14	4·12	2·31E–4	*Mef2c*, *Mef2a*, *Myf5*, *Tagln3*, *Tgfb2*, *Lama2*, *Zfp91*, *Murc*, *Lama5*, *Mapk14*, *Svil*, *Dmd*, *Itgb1bp2*, *F2r*
Cellular component	GO:0005829 – cytosol	46	13·53	3 84E–4	*Bcat1*, *Alad*, *Ggct*, *Tnfrsf25*, *Abhd5*, *Kcnip3*, *Rps3*, *Cep70*, *Zfp91*, *Rps26*, *Bag1*, *Slmap*, *Hnrnpd*, *Gucy1a3*, *Eif3i*, *Nos2*, *Rpia*, *Psmd6*, *Plcb1*, *Gchfr*…
Biological process	GO:0009987 – cellular process	227	66·76	5·32E–4	*Mef2c*, *Mef2a*, *Alad*, *Tars2*, *Fst*, *Gfer*, *Lpar2*, *Edil3*, *Rest*, *Tpd52*, *Prkg1*, *S1pr2*, *Cul3*, *Zfp91*, *Hmcn1*, *Kifap3*, *Sfrs9*, *Scd5*, *Nsmaf*, *Rpp21*…
Biological process	GO:0048518 – positive regulation of biological process	58	17·06	1·94E–3	*Mef2c*, *Fosl2*, *Fst*, *Tlr1*, *Lpar2*, *Pmaip1*, *Edil3*, *Gli1*, *Tgfb2*, *Rps3*, *Cul3*, *S1pr2*, *Zfp91*, *Mll5*, *Ang*, *Saa1*, *Kifap3*, *Gucy1a3*, *Nos2*, *Psmd6*…
Biological process	GO:0050793 – regulation of developmental process	25	7·35	2·80E–3	*Gna12*, *Fst*, *Abca1*, *Rest*, *Gli1*, *Tgfb2*, *Zfp91*, *Cdc42ep3*, *Nkx2-2*, *Spp1*, *B4galt1*, *Esrra*, *Foxj1*, *Fads1*, *Smad5*, *Mgp*, *Ski*, *Smad1*, *Sod2*, *Lama2…*
Biological process	GO:0044267 – cellular protein metabolic process	64	18·82	3·37E–3	*Gnptg*, *Cdk19*, *Ilkap*, *Tars2*, *Kiaa0368*, *Lpar2*, *Prkg1*, *Ttll1*, *Tgfb2*, *Rps3*, *S1pr2*, *Cul3*, *Mll5*, *Hmcn1*, *Pak3*, *Map1lc3b*, *Aak1*, *Slmap*, *St3gal6*, *Stk39*…
Biological process	GO:0030278 – regulation of ossification	7	2·06	3·90E–3	*Esrra*, *Smad5*, *Mgp*, *Gdf10*, *Ski*, *Smad1*, *Tgfb2*
Biological process	GO:0051239 – regulation of multicellular organismal process	31	9·12	4·27E–3	*Tlr1*, *Fst*, *Rest*, *Tpm3*, *Kcnmb2*, *Tgfb2*, *Gli1*, *Zfp91*, *chd7*, *Saa1*, *Arg2*, *Gucy1a3*, *Nos2*, *Kcnq1*, *Nkx2-2*, *Spp1*, *B4galt1*, *Esrra*, *Foxj1*, *Smad5*…
Biological process	GO:0030155 – regulation of cell adhesion	9	2·65	5·05E–3	*Lama2*, *Cytip, Saa1, Lama5, Kifap3, Myf5, Edil3, Spp1, Tgfb2*
Biological process	GO:0048522 – positive regulation of cellular process	51	15·00	7·59E–3	*Mef2c*, *Fosl2*, *Tlr1*, *Lpar2*, *Pmaip1*, *Edil3*, *Tgfb2*, *Gli1*, *Rps3*, *Cul3*, *S1pr2*, *Zfp91*, *Mll5*, *Saa1*, *Ang*, *Kifap3*, *Gucy1a3*, *Psmd6*, *Samd4a*, *Ip6k2*
Biological process	GO:0051345 – positive regulation of hydrolase activity	10	2·94	7·94E–3	*Uaca, Ang, Gnb1, Foxj1, Abhd5, Arhgap27, Lpar2, Pmaip1, Rps3, F2r*
Biological process	GO:0009891 – positive regulation of biosynthetic process	24	7·06	8·19E–3	*Mef2c*, *Esrra*, *Tp53bp1*, *Myf5*, *Smad5*, *Tlr1*, *Abca1*, *Smad1*, *Ppargc1b*, *Sod2*, *Gli1*, *Tgfb2*, *Murc*, *Mll5*, *Mapk14*, *Gucy1a3*, *Prkaa1*, *Hoxb9*, *Rnf10*, *Smarca2*, *Nfatc3*, *Nkx2-2*, *Samd4a*, *F2r*…
Cellular component	GO:0022627 – cytosolic small ribosomal subunit	5	1·47	8·49E–3	*Rps26*, *Rps18*, *Rps14*, *Rps12*, *Rps3*
Biological process	GO:0060341 – regulation of cellular localisation	12	3·53	8·78E–3	*B4galt1*, *Zfp91*, *Uaca*, *Chd7*, *Saa1*, *Ang*, *Pkig*, *Fst*, *Nos2*, *Kcnq1*, *Calm1*, *Tgfb2*
Cellular component	GO:0015935 – small ribosomal subunit	6	1·76	8·88E–3	*Rps26*, *Rps18*, *Rps14*, *Mrps24*, *Rps12*, *Rps3*
Molecular functions	GO:0030145 – manganese ion binding	9	2·65	9·69E–3	*B4galt1*, *Ilkap*, *B4galt3*, *Arg2*, *Smg1*, *Ppp1cc*, *B4galt7*, *Galnt12*, *Sod2*
KEGG pathways					
Terms		Count	%	*P*	Genes
hsa01040: biosynthesis of unsaturated fatty acids		4	1·18	1·0E–2	*Acot7*, *Fads1*, *Hacd1*, *Scd5*
hsa00601: glycosphingolipid biosynthesis		4	1·18	2·0E–2	*B4galt1*, *B4galt3*, *B3gnt5*, *St3gal6*
hsa04270: vascular smooth muscle contraction		7	2·06	4·0E–2	*Gna12*, *Gucy1a3*, *Prkg1*, *Ppp1cc*, *Plcb1*, *Calm1*, *Kcnmb2*
hsa05410: hypertrophic cardiomyopathy		6	1·76	4·0E–2	*Lama2*, *Dmd*, *Prkab2*, *Prkaa1*, *Tgfb2*, *Tpm3*

GO, gene ontology; KEGG, Kyoto Encyclopedia of Genes and Genomes; *Aak1*, AP2 associated kinase 1; *Abca1*, ATP-binding cassette, sub-family A, member 1; *Abhd5*, abhydrolase domain containing 5; *Acot7*, acyl-CoA thioesterase 7; *Alad*, aminolevulinate dehydratase; *Ang*, angiogenin, ribonuclease, RNase A family, 5; *Arg2*, arg2; *Arhgap27*, rho GTPase activating protein 27; *B3gnt5*, β-1,3-N-acetylglucosaminyltransferase 5; *B4galt1*, β-1,4-galactosyltransferase 1; *B4galt3*, β-1,4-galactosyltransferase 3; *B4galt7*, β-1,4-galactosyltransferase 7; *Bag1*, BCL2 associated athanogene 1; *Bcat1*, branched chain amino acid transaminase 1; *Calm1*, calmodulin 1 (phosphorylase kinase, delta); *Cdc42ep3*, CDC42 effector protein 3; *Cdk19*, cyclin-dependent kinase 19; *Cep70*, centrosomal protein 70; *Chd7*, chromodomain helicase DNA binding protein 7; *Cul3*, cullin 3; *Cytip*, cytohesin 1 interacting protein; *Dmd*, dystrophin; *Edil3*, EGF Like repeats and discoidin domains 3; *Eif3i*, eukaryotic translation initiation factor 3 subunit I; *Esrra*, estrogen related receptor α; *F2r*, coagulation factor II thrombin receptor; *Fads1*, fatty acid desaturase 1; *Fosl2*, FOS like antigen 2; *Foxj1*, forkhead box J1; *Fst*, follistatin; *Galnt12*, polypeptide N-acetylgalactosaminyltransferase 12; *Gchfr*, GTP cyclohydrolase I feedback regulator; *Gdf10*, growth differentiation factor 10; *Gfer*, growth factor, augmenter of liver regeneration; *Ggct*, γ-glutamylcyclotransferase; *Gli1*, GLI family zinc finger 1; *Gna12*, G protein subunit α 12; *Gnb1*, G protein subunit β 1; *Gnptg*, N-acetylglucosamine-1-phosphate transferase γ subunit; *Gucy1a3*, guanylate cyclase 1, soluble, α 3; *Hmcn1*, hemicentin 1; *Hnrnpd*, heterogeneous nuclear ribonucleoprotein D; *Hoxb9*, homeobox B9; *Ilkap*, ILK associated serine/threonine phosphatase; *Ip6k2*, inositol hexakisphosphate kinase 2; *Itgb1bp2*, integrin subunit β 1 binding protein 2; *Kcnip3*, potassium voltage-gated channel interacting protein 3; *Kcnmb2*, potassium calcium-activated channel subfamily M regulatory β subunit 2; *Kcnq1*, potassium voltage-gated channel subfamily Q member 1; *Kiaa0368*, ECM29 homolog, proteasome accessory protein; *Kifap3*, kinesin associated protein 3; *Lama2;* laminin subunit α 2; *Lama5*, laminin subunit α 5; *Lpar2*, lysophosphatidic acid receptor 2; *Map1lc3b*, microtubule associated protein 1 light chain 3 β; *Mapk14*, mitogen-activated protein kinase 14; *Mef2a*, myocyte enhancer factor 2A; *Mef2c*, myocyte enhancer factor 2C; *Mgp*, matrix Gla protein; *Mll5*, lysine methyltransferase 2E; *Mrps24*, mitochondrial ribosomal protein S24; *Murc*, muscle related coiled-coil protein; *Myf5*, myogenic factor 5; *Nfatc3*, nuclear factor of activated T-cells 3; *Nkx2-2*, NK2 homeobox 2; *Nos2*, nitric oxide synthase 2; *Nsmaf*, neutral sphingomyelinase activation associated factor; *Pak3*, P21 protein (Cdc42/Rac)-activated kinase 3; *Pkig*, protein kinase (CAMP-dependent, catalytic) inhibitor γ; *Plcb1*, phospholipase C β 1; *Pmaip1*, phorbol-12-myristate-13-acetate-induced protein 1; *Ppargc1b*, PPARG coactivator 1 β; *Ppp1cc*, protein phosphatase 1 catalytic subunit γ; *Prkaa1*, protein kinase AMP-activated catalytic subunit α 1; *Prkab2*, protein kinase AMP-activated non-catalytic subunit β 2; *Prkg1*, protein kinase, CGMP-dependent, type I; *Psmd6*, proteasome 26S Subunit, Non-ATPase 6; *Ptpla*, 3-hydroxyacyl-CoA dehydratase 1; *Rest*, RE1 silencing transcription factor; *Rnf10*, ring finger protein 10; *Rpia*, ribose 5-phosphate isomerase A; *Rpp21*, ribonuclease P/MRP subunit P21; *Rps12*, ribosomal protein S12; *Rps14*, ribosomal protein S14; *Rps18*, ribosomal protein S18; *Rps26*, ribosomal protein S26; *Rps3*, ribosomal protein S3; *S1pr2,* sphingosine-1-phosphate receptor 2; *Saa1*, serum amyloid A1; *Samd4a*, sterile α motif domain containing 4A; *Scd5*, stearoyl-CoA desaturase 5; *Sfrs9*, serine/arginine-rich splicing factor 9; *Ski*, SKI proto-oncogene; *Slmap*, sarcolemma associated protein; *Smad1*, SMAD family member 1; *Smad5*, SMAD family member 5; *Smarca2*, SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 2; *Smg1*, SMG1 phosphatidylinositol 3-kinase-related kinase; *Sod2*, superoxide dismutase 2, mitochondrial; *Spp1*, secreted phosphoprotein 1; *St3gal6*, ST3 β-galactoside α-2,3-sialyltransferase 6; *Stk39*, serine/threonine kinase 39; *Svil*, supervillin; *Tagln3*, transgelin 3; *Tars2*, threonyl-TRNA synthetase 2, mitochondrial (putative); *Tgfb2*, transforming growth factor β 2; *Tlr1*, toll like.

* Most significantly enriched ontologies (*P*<0·01) and KEGG pathways are presented.

Using Pathway Studio Web Mammalin Build Pathway Wizard Find Direct Links, we depicted all genes discussed in the present study that can directly or indirectly affect skeletal muscle cell functions (Fig. 3). Moreover, Pathway Studio Web Mammalian Build Pathway Wizard Find Common Targets algorithm allowed us to identify cell processes regulated by at least two of the DEG according to literature data. This resulted in fifty-six identified targets; among these, the twelve regulated by the highest number of genes were considered to be the most important for the HMB effect on ESC. A chart presenting these processes is presented in Fig. 4. From all targeted cell processes, we selected the most important relationships and are presented in Fig. 5. The online Supplementary Material S3 contains details of all identified relationships between DEG and cell processes.

**Fig. 3:**
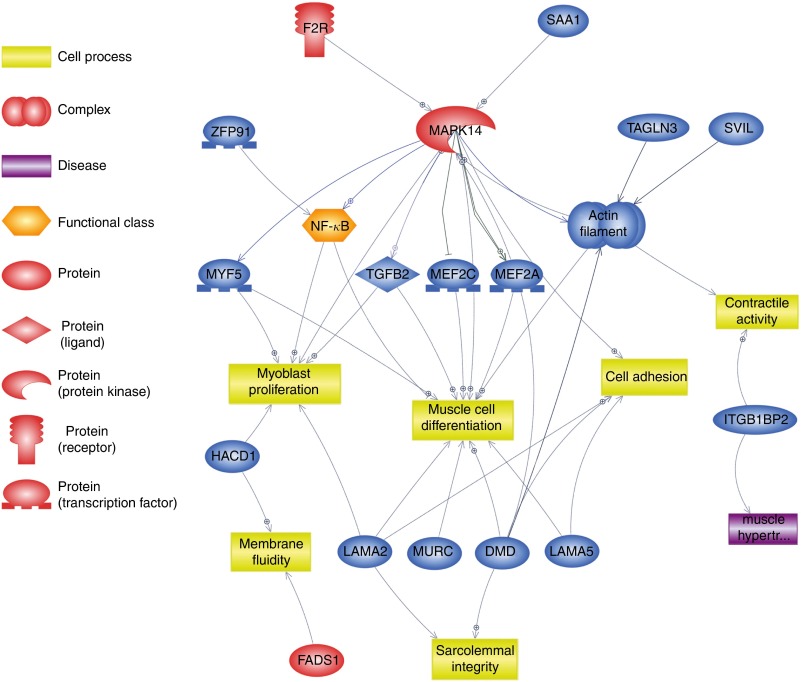
Pathway depicting *β*-hydroxy-*β*-methylbutyrate (HMB)-modulated genes identified in the present analysis, which could directly or indirectly affect skeletal muscle cell functions. This pathway was created using Pathway Studio Web Mammalian. Genes are marked with red and blue colour for up- and down-regulation, respectively. F2R, coagulation factor II; SAA1, serum amyloid A1; TAGLN3, transgelin 3; SVIL, supervilin; MEF2a and MEF2c, myocyte enhancer factor 2a and 2c; TGFB2, transforming growth factor, *β*2; MAPK14, mitogen-activated protein kinase 14; ZFP91, zinc finger protein 91 homolog; MYF5, myogenic factor 5; HACD1, 3-hydroxyacyl-CoA dehydratase 1 (alias PTPLA); LAMA, laminins; MURC, muscle-related coiled-coil protein; DMD, dystrophin; ITGB1BP2, integrin *β*1 binding protein (melusin) 2; 

, direct regulation; 

, expression; 

, promoter modification; 

, regulation.

**Fig. 4:**
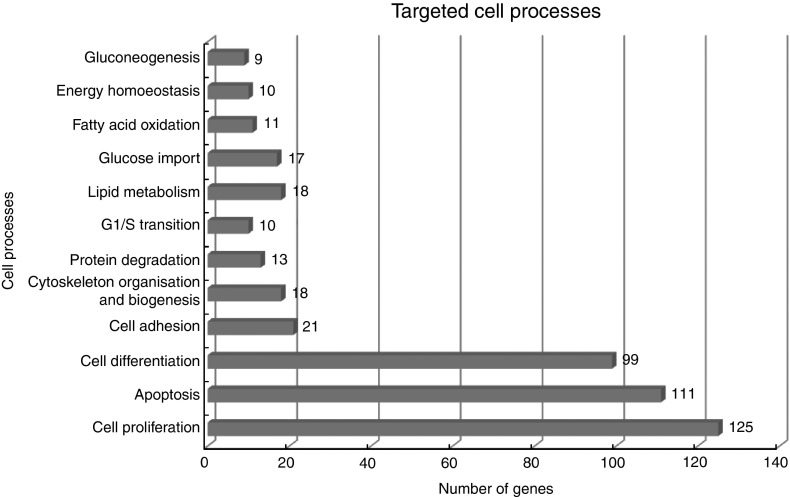
Major cell processes regulated by differentially expressed genes (DEG) between *β*-hydroxy-*β*-methylbutyrate and control cells. Analysis was performed using Pathway Studio Web Mammalian. Only relations with confidence levels ≥2 were included in the analysis. Details of all identified relationships between DEG and targeted cell processes are contained in the online Supplementary Material S3.

**Fig. 5:**
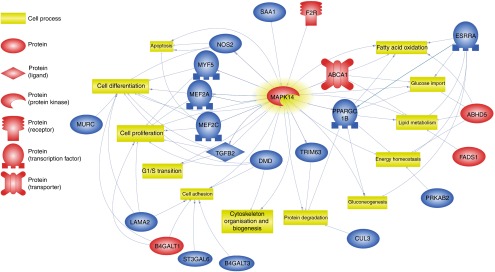
Relevance network over-viewing discussed relationships between *β*-hydroxy-*β*-methylbutyrate (HMB)-modulated genes and cell processes (Pathway Studio Web Mammalian). Genes are marked with red and blue colour for up- and down-regulation, respectively. F2R, coagulation factor II; SAA1, serum amyloid A1; NOS2, nitric oxide synthetase, inducible, 2; MEF2a and MEF2c, myocyte enhancer factor 2a and 2c; TGFB2, transforming growth factor, *β*2; DMD, dystrophin; Trim63, muscle-specific RING finger protein 1; ESRRA, oestrogen-related receptor α; ABHD5, abhydrolase domain-containing protein 5; PRKAB2, protein kinase, AMP-activated, β2 non-catalytic subunit; CUL3, cullin 3; LAMA2, laminins; MURC, muscle-related coiled-coil protein; MYF5, myogenic factor 5; ABCA1, ATP-binding cassette, sub-family A, member 1; PPARGC1B, peroxisome proliferator-activated receptor *γ*, coactivator 1 *β*; B4GALT1, *β*-1,4-galactosyltransferase 1; ST3GAL6, ST3 *β*-galactoside *α*-2,3-sialyltransferase 6; B4GALT3, *β*-1,4-galactosyltransferase 3; 

, expression; 

, promoter binding; 

, promoter modification; 

, regulation.

## Discussion

The objective of the present study was to identify the molecular background of HMB action on equine skeletal muscle. In order to cover all the salient points of functional analysis, only relations significant in DAVID and possessing the highest reference number in Pathway Studio analysis were considered to be important. To date, no official genome nomenclature has been established for the horse. According to the guidelines published by The International Society for Animal Genetics, for all genes with human orthologues, official human gene symbols (Human Genome Organisation (HUGO) Gene Nomenclature Committee) are applied.

We decided to use a primary SC model because of its stem cell potential. SC are able to differentiate into multiple mesenchymal lineages^(^ ^24^ ^)^ and to self-renew^(^ ^25^ ^)^, because of which they maintain extraordinary regenerative properties of skeletal muscles. However, the capacity of SC to proliferate and differentiate may vary depending on the origin of the muscle^(^ ^26^ ^)^, cell surface markers expression^(^ ^27^ ^)^, myogenic regulatory factors (MRF) expression^(^ ^28^ ^)^ and muscle fibre type^(^ ^29^ ^)^. In our study, all samples of ESC were isolated from *semitendinosus* muscle, which in horses is composed mainly of type II fast-twitch fibre muscle^(^ ^30^ ^)^. SC originating from this type of muscle may have less adipogenic properties compared with SC from type I fibres^(^ ^29^ ^)^. Heterogeneity of the SC could limit *in vivo* significance of the data obtained in the present study.

In general, the present analysis underlined the role of HMB as a global regulator, which is shown by the strong over-representation of genes linked to the BP: ‘regulation of developmental process’ and ‘positive regulation of BP’. Moreover, functional analysis revealed significant enrichment in ontology terms associated with cellular responses (Table 3). The three main cellular processes include cell proliferation, apoptosis and differentiation, which suggest that HMB is an important cell growth regulator (Fig. 4 and 5).

In adult skeletal muscle, extracellular matrix proteins anchor SC between the basal lamina and the apical sarcolemma, which create a specialised micro-environment called a stem cell niche. It is able to produce factors controlling stem cell behaviour^(^ ^31^ ^)^. Impaired adhesion of SC to their niche can stimulate proliferation^(^ ^32^ ^)^. 

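For the term 'regulation of cell adhesion', 8 of the 9 genes listed by the paper were tested, and *CYTIP* was not well above background. In HMB-treated cells, *LAMA2*, *SAA1*, *LAMA5*, *MYF5*, *SPP1* and *TGFB2* were lower and past the threshold of the limma test. *EDIL3* (ENSECAT00000016344, chromosome 14, 81863785 to 81863844) was higher, with a mean log2 ratio of 0.48 ± 0.07 (standard error 0.06, adjusted P = 0.00506). *KIFAP3* (ENSECAT00000005585, chromosome 5, 6331041 to 6331100) was lower by less than could be told from 0, at -0.12 ± 0.06 (adjusted P = 0.184). The median of the 8 ratios was -0.87 and the mean -0.66. The 7 genes past the threshold stayed past it whichever array was left out. Adjusted over the list alone, 7 genes passed as well, which is not independent evidence for genes chosen on these arrays.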

Thereby, enrichment of the terms ‘regulation of cell adhesion’ and ‘cellular localisation’ may suggest HMB’s ability to indirectly control ESC proliferation by affecting their localisation in the niche.

### Muscle development

The term ‘muscle organ development’ is the most significantly enriched annotation among genes regulated in ESC exposed to HMB (Table 3). This indicates that at least at the mRNA level HMB may affect muscle development (summarised on Fig. 3). 

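All 14 genes listed for 'muscle organ development' were tested, and 12 passed the threshold of the limma test. Of these, *MEF2C*, *MEF2A*, *MYF5*, *TAGLN3*, *TGFB2*, *LAMA2*, *MURC*, *LAMA5*, *SVIL*, *DMD* and *ITGB1BP2* were lower in HMB-treated cells, *TAGLN3* in all but the ratios without lowess, and *F2R* was higher. The 2 others were *ZFP91* and *MAPK14*. Adjusted over the list alone, 12 passed too, which is not independent evidence since the list was chosen on these arrays. The median log2 ratio was -0.66 and the mean -0.56, and the medians of arrays 1 to 4 were -0.39, -0.59, -0.69 and -0.89. In the methods' t-test, which moved the count most, 6 genes passed. Whichever array was left out, 8 of the 12 genes passed, with 9 of them past the threshold without array 2 and 8 without array 3. The genes for the transcription factors *MEF2C* (ENSECAT00000026707, chromosome 14, 78073853 to 78074499) and *MEF2A* (ENSECAT00000012254, chromosome 1, 102349413 to 102349472) had mean log2 ratios of -0.56 ± 0.26 (adjusted P = 0.0165) and -0.36 ± 0.12 (adjusted P = 0.0174). *MEF2C* was not past the threshold without array 3 (adjusted P = 0.0631), and *MEF2A* was not past it without array 2 or array 3 (0.0712 for the latter). From the place of this term among the annotations of the genes regulated by HMB, the paper proposes that HMB may affect muscle development, at least at the mRNA level.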

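The array carried 2 probes that the files name *MAPK14*, both on chromosome 20. The brighter, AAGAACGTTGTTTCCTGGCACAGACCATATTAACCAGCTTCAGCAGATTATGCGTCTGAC, lies from 29510873 to 29525468 on EquCab1 (ENSECAT00000015735). Its log2 ratio was 0.05, 0.03, 0.14 and 0.03 on arrays 1 to 4, with a mean of 0.06 ± 0.05 (standard error 0.06), which is 1.04-fold, and an adjusted P = 0.468 in the limma test. Its signal was well above background in both channels on all 4 arrays. The other probe, from 29521142 to 29521201, had a mean of 0.09 ± 0.12 and an adjusted P = 0.39.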

A total of fourteen DEG were annotated to this term; however, among them, *Mapk14* (mitogen-activated protein kinase 14) possessed the highest potential to regulate other genes and cell processes (Fig. 3 and 5). *Mapk14* is activated by extracellular stimuli such as pro-inflammatory cytokines or physical stress, leading to direct activation of multiple cellular processes such as proliferation, differentiation, apoptosis and transcription regulation^(^ ^33^ ^)^. In SC, phosphorylation of MAPK14 may induce initiation^(^ ^34^ ^,^ ^35^ ^)^ or withdrawal^(^ ^36^ ^)^ from the cell cycle. The second can lead either to terminal differentiation or to programmed cell death^(^ ^37^ ^)^ depending on the nature of the stimulant and cell type. *In vitro* studies suggest that the two isoforms of *Mapk14*, p38*α* and p38*β*, appear to have different effects on cardiomyocyte hypertrophy: p38*β* seems to be more potent in inducing hypertrophy, whereas p38*α* appears to be more important in apoptosis^(^ ^38^ ^)^. The contribution of *Mapk14* in cellular responses to HMB has already been reported by Kornasio *et al*.^(^ ^8^ ^)^, who suggested that the MAPK/ERK pathways mediate HMB’s effects on myoblast proliferation. HMB-related increase in phosphorylation of MAPK14 was also observed in dexamethasone-induced muscle atrophy in rats^(^ ^39^ ^)^.

Except for its ability to influence multiple cell processes, *Mapk14* was reported to regulate many other genes from the analysis. One of them is *Nos2* (nitric oxid synthase 2, inducible), interesting because of its lowest expression among all genes. 

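*NOS2* (NM_001081769) had 12 probes on the array, of which 5 were bright enough to be tested, and these had mean log2 ratios between -1.34 and -1.24. The probe used for the gene lies on chromosome 11 from 40682619 to 40682678. Its ratio was -1.14, -1.21, -1.21 and -1.39 on arrays 1 to 4, a mean of -1.24 ± 0.11 (standard error 0.07) and a fold change of -2.36, with an adjusted P = 0.000633 in the limma test. This was the lowest mean among the tested genes of Table 2. Of the 14179 tested genes or transcripts, 64 had a lower mean, and 63 of these passed the threshold.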

*Nos2* gene expression may be activated by *Mapk14*; however, it is assigned to shock signalling in inflammatory cells^(^ ^40^ ^)^ and its biological meaning in ESC remains unclear. Down-regulation of this gene by HMB has already been presented by Mitsutaka *et al*.^(^ ^41^ ^)^ in lipopolysaccharide-treated murine macrophages. This considered together may suggest an anti-inflammatory component of HMB action. 

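Of 13 genes of inflammation, 7 were tested. *NOS2* and *SAA1*, which the study had picked from these arrays, were lower and past the threshold of the limma test, and the same 2 genes passed adjusted over the list alone and in the methods' t-test. The other 5, which were not past it, went both ways. *IL6* and *TNF* had mean log2 ratios of -0.35 and -0.13, and *NFKBIA*, *PTGS2* and *CCL2* of 0.12, 0.36 and 0.45, with adjusted P values between 0.0835 and 0.288. The signal of *IL6* in HMB-treated cells was above background on 3 of 4 arrays. The median of all 7 was -0.13 and the mean -0.24. As a set that includes both picked genes, they were lower by limma's fry (two-sided P of 0.000126), which is not independent evidence for these 2, but not by camera with a preset (0.135) or an estimated correlation (0.221). With no lowess normalisation, the alternative that moved the count most, 4 of the genes passed. The probes of *CXCL8*, *IL1A*, *IL1B* and *VCAM1* were not well above background, and none was found for *ICAM1* and *CXCL2* by symbol.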

*Mapk14-*dependent phosphorylation of transcription factors *Mef2a* and *Mef2c* (myocyte enhancer factor 2a and 2c) has been implicated in stress activation of immune, skeletal and cardiac muscle cells^(^ ^42^ ^,^ ^43^ ^)^. 

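All 8 probes of serum amyloid A1 (*SAA1*, ENSECAT00000013971) were tested, and their mean log2 ratios lay between -0.91 and -0.35. The probe used for the gene, on chromosome 7 from 74261275 to 74261334, had a mean of -0.91 ± 0.13 (standard error 0.07), with an adjusted P = 0.00131 in the limma test. With the channels compared without pairing within arrays, the adjusted P of *SAA1* was 0.103, the highest over its alternatives, the lowest being 0.000785. The thrombin receptor-like 2 gene of Table 2, *F2RL2* (ENSECAT00000010830), has a probe on chromosome 14, from 87658314 to 87658373, with ratios of 0.61, 0.68, 0.81 and 0.79 on arrays 1 to 4, a mean of 0.72 ± 0.10 and an adjusted P = 0.00194. The receptor gene *F2R*, which Table 3 lists, has a probe (JL641856) from 87547684 to 87547743 on the same chromosome. It had a mean of 0.34 ± 0.05 and an adjusted P = 0.0124, and was not past the threshold without array 2 (adjusted P = 0.0671) or array 3 (0.0657).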

Among genes identified in our study, *Mapk14* posseses two upstream promoters, *Saa1* (serum amyloid A1) and *F2r* (coagulation factor II, thrombin receptor-like 2); however, so far, only the second gene has been implicated in striated muscle tissue development^(^ ^44^ ^,^ ^45^ ^)^, which means that *F2r* may link HMB and *Mapk14* (Fig. 3 and 5).

Another gene of particular importance to the ‘muscle organ development’ term is *Myf5*, belonging to the MRF family of transcription regulators^(^ ^46^ ^)^. The high expression of *Myf5* in adult skeletal muscle features committed SC and decreases when differentiation to myotubes occurs^(^ ^46^ ^,^ ^47^ ^)^. Accordingly, decreased expression levels of *Myf5* in ESC at the beginning of differentiation may indicate that HMB enhanced withdrawal of equine myoblasts from the cell cycle, compared with control cells. This finding is accompanied by previous reports presenting an HMB-dependent increase in mRNA and protein levels of muscle differentiation markers such as MyoD and myogenin^(^ ^8^ ^,^ ^16^ ^)^. However, at the time of our analysis, none of the differentiation markers reached significance criteria in ESC, which may emphasise the need for time-course studies in the future. 

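*MYF5* (ENSECAT00000021416) had 6 probes on chromosome 28, all tested, with mean log2 ratios between -1.15 and -1.01. The probe used for the gene, from 7932611 to 7932670, had a mean of -1.01 ± 0.18 (standard error 0.08), a fold change of -2.01, with an adjusted P = 0.00157 in the limma test. By the methods' t-test its adjusted P was 0.0507, the highest over its alternatives, and the lowest was 0.000939. The cell cycle genes were examined as a list of 17, from *MKI67* and *TOP2A* to cyclins, *MCM* genes and *PCNA*. All 17 mean log2 ratios were positive, between 0.04 (*TYMS*) and 0.76 (*CCNA2*, adjusted P = 0.00766), with a median of 0.35 and a mean of 0.42. The medians of arrays 1 to 4 were 0.61, 0.41, 0.06 and 0.59. In limma, 8 of the 17 passed the threshold and 14 passed adjusted over the list alone, while 0 passed in the methods' t-test, where 8 had a P under 0.05 before adjustment. As a set the list was higher by fry (two-sided P of 0.0485) and by camera with a preset correlation (2.63e-06), but not by camera with an estimated correlation (0.275). With the channels compared without pairing, which moved fry most, its P was 0.281. Without array 1, 2 or 4 it was 0.169, 0.151 or 0.159, and without array 3 it was 0.00968.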

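Markers of differentiation were examined as a list of 22 genes, of which 20 were tested. *MYMK* had no probe by symbol and *MYH1* was not well above background. All 20 mean log2 ratios were negative, and 20 of 20 genes were lower on every array. They lay between -1.96 (*MYH2*) and -0.28 (*MYF6*), with a median of -0.87 and a mean of -0.89, although the ratio of *ACTC1*, -0.38, rose to 0.01 after normexp and loess and to 0.69 with no lowess normalisation. The signal of *MYH2* in HMB-treated cells was above background on 2 of 4 arrays. In the limma test 19 genes passed the threshold, all but *CAV3* (-0.31 ± 0.26, adjusted P = 0.0761), and 20 passed adjusted over the list alone. In the methods' t-test, which moved the count most, 0 passed after adjustment and 17 had a P under 0.05 before it. *MYOD1* (ENSECAT00000002025, chromosome 7, 73782821 to 73782880) had a mean of -0.46 ± 0.24 (adjusted P = 0.023), and its second probe had -0.20. *MYOG* (ENSECAT00000016697, chromosome 30, 20042018 to 20042077) had a mean of -0.42 ± 0.20 (adjusted P = 0.0222). *MYOD1* passed only without array 1, and *MYOG* only without array 1 or array 4. *MYH8*, a myosin heavy chain gene (ENSECAT00000024411, chromosome 11, 51670611 to 51670670), had a mean of -1.93 ± 0.36 (adjusted P = 0.00113) and passed whichever array was left out, as 11 of the 19 genes did. As a set the markers were lower by fry (two-sided P of 0.0105) and by camera with a preset correlation (1.59e-13), but not by camera with an estimated correlation (0.136). Without array 2 the P of fry was 0.0511 and without array 3 it was 0.0578. With no lowess normalisation the median was -0.50, the smallest fall among the alternatives.

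**Figure D3:**
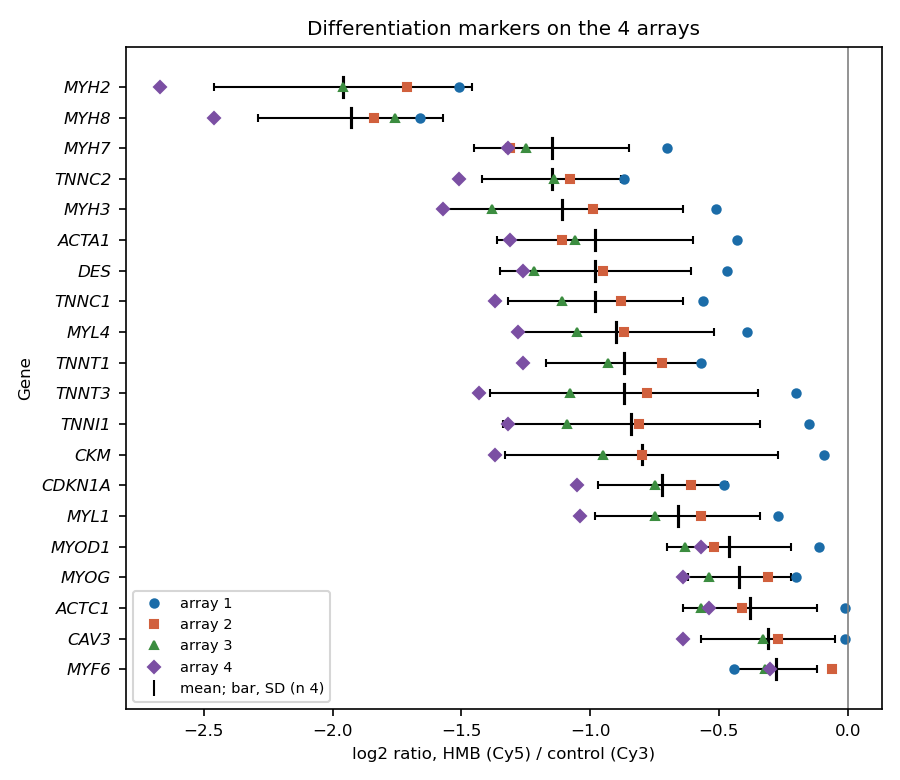
Log2 ratio of HMB-treated to control cells for the 20 tested differentiation markers, with 1 point per array and the mean and SD over the 4 arrays. All points lie below 0 in the ratios as the authors normalised them, while *ACTC1* has a mean above 0 after normexp and loess and without lowess.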

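The gene for transforming growth factor β2, *TGFB2* (CX598801 in the array annotation), had 4 probes, all tested, with mean log2 ratios between -1.07 and -0.80. The probe used for the gene lies on chromosome 30 from 4092198 to 4092257. Its ratio was -0.77, -0.86, -0.98 and -0.96 on arrays 1 to 4, a mean of -0.89 ± 0.10 (standard error 0.07) and a fold change of -1.86, with an adjusted P = 0.00116 in the limma test. It stayed past the threshold whichever array was left out, with means between -0.93 and -0.86.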

Another down-regulated gene in HMB-treated cells was *Tgf-β2*. Activity of *Tgf-β2* has been recently linked with increased proliferation and delayed differentiation in C2C12^(^ ^48^ ^)^; thus, its down-regulation may confirm HMB-mediated enhancement of differentiation in ESC.

Other ‘muscle organ development’ annotated genes such as *Dmd* (dystrophin), *Lama2* and *Lama5* (laminins) encode protein complexes located in muscle sarcolemma and the basal lamina, respectively, protecting sarcolemma from mechanical damage during muscle contraction^(^ ^49^ ^,^ ^50^ ^)^ and, as described above, contribute to SC anchor in their niche^(^ ^31^ ^)^. This could be linked to HMB’s ability to decrease post-exercise muscle cell damage *in vivo* ^(^ ^13^ ^,^ ^14^ ^)^; however, in cultured ESC, its expression was decreased. 

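The dystrophin gene, *DMD* (ENSECAT00000023688, on an unplaced sequence from 168297897 to 168297956), had 6 of its 7 probes tested, with mean log2 ratios between -1.06 and -0.66. The probe used for the gene had a mean of -1.06 ± 0.08 (standard error 0.06), with an adjusted P = 0.000694 in the limma test. The laminin genes fell less. *LAMA2* (ENSECAT00000025657, chromosome 10, 70788394 to 70788453) had a mean of -0.50 ± 0.06 and an adjusted P = 0.00426. *LAMA5* (ENSECAT00000025452, chromosome 22, 48252771 to 48252952) had a mean of -0.84 ± 0.27 and an adjusted P = 0.00517. Array 1 stood apart for *LAMA5*, with -0.44 against -0.93, -0.98 and -1.01 on the others, and without it the mean was -0.97. All 3 genes were lower on every array and past the threshold whichever array was left out.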

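Of the genes of the term other than *DMD*, the laminin genes and *MYF5*, *ITGB1BP2* had the largest fall in HMB-treated cells. *ITGB1BP2* (ENSECAT00000016364, on an unplaced sequence from 261734988 to 261735047) had a mean log2 ratio of -0.96 ± 0.13 and an adjusted P = 0.00117 in the limma test. *MURC* (ENSECAT00000006670, chromosome 25, 28491143 to 28491202) had a mean of -0.76 ± 0.11 and an adjusted P = 0.00193. *SVIL* (ENSECAT00000022469, chromosome 29, 5930149 to 5930208) had a mean of -0.76 too, but its ratios were spread from -0.27 on array 1 to -1.29 on array 4 (SD 0.42, adjusted P = 0.0189), and it was not past the threshold without array 2 (0.0586) or array 3 (0.0619). *TAGLN3* (ENSECAT00000010210, chromosome 19, 41702510 to 41702569) had a mean of -0.52 ± 0.18 and an adjusted P = 0.01, and its 4 probes lay between -0.87 and -0.52. With no lowess normalisation the mean of *TAGLN3* was 0.08 (adjusted P = 0.394), and over all alternatives its adjusted P lay between 0.00309 and 0.394. *ZFP91* (ENSECAT00000002870, on an unplaced sequence from 244682454 to 244682513) had a mean of -0.09 ± 0.10 and an adjusted P = 0.373, and its 4 probes lay between -0.27 and -0.09.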

The remaining genes annotated to the ‘muscle organ development’ term by DAVID include the following: *Zfp91* (zinc finger protein 91 homolog), acting as an activator of the non-canonical NF-*κ*B pathway^(^ ^33^ ^)^; *Itgb1bp2* (integrin *β*-1-binding protein 2, melusin 2)^(^ ^33^ ^)^; *Svil* (supervilin), involved in myosin II assembly, cell migration and focal adhesions^(^ ^33^ ^)^; *Murc* (muscle-related coiled-coil protein) controlling myofibrillar organisation^(^ ^33^ ^)^; and *Tagln3* (actin cross-linking/gelling protein) involved in contractile properties and early cell differentiation^(^ ^33^ ^)^.

### Muscle protein metabolism

One of the first described mechanisms of HMB action was the effect on muscle protein metabolism. Preliminary studies suggest that HMB protects the skeletal muscle by inhibiting protein degradation^(^ ^5^ ^)^ and by stimulating protein synthesis^(^ ^6^ ^)^; however, this issue is subjected to constant research^(^ ^17^ ^)^. Functional analyses have demonstrated significant DEG enrichment of terms associated with cellular protein maintenance (Table 3, Fig. 4). The three most important genes of this group are *Cul3* (cullin 3), *Trim63* and *Mapk14* (Fig. 5). 

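*CUL3* (ENSECAT00000012128, chromosome 6, 13179823 to 13179882) had ratios of -0.21, -0.19, -0.23 and -0.26 on arrays 1 to 4. Its mean log2 ratio was -0.22 ± 0.03 (standard error 0.06), with an adjusted P = 0.0376 in the limma test. It was not past the threshold without any 1 of the arrays, with adjusted P values of 0.0625, 0.149, 0.147 and 0.0655 without arrays 1 to 4. With no lowess normalisation its mean was -0.03, and over all alternatives its adjusted P lay between 0.0126 and 0.79.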

*Cul3* is a scaffold protein of E3 ubiquitin-protein ligase complexes, which mediate the ubiquitination and subsequent proteasomal degradation of target proteins. Cul3 also interacts with Kelch family proteins, and disturbances in functioning of this complex are implicated in muscle myopathies^(^ ^51^ ^)^. E3 Ubiquitin ligase produced by *Trim63* regulates the proteasomal degradation of muscle proteins and inhibits *de novo* skeletal muscle protein synthesis under amino acid starvation, consequently leading to muscle atrophy^(^ ^52^ ^)^. As observed in the present study, down-expression of *Trim63* mediated by HMB confirms the results obtained by Aversa *et al*.^(^ ^39^ ^)^ in a dexamethasone-induced muscle atrophy model; however, in two most recent studies, the authors failed to demonstrate a similar effect on *Trim63* expression upon fasting in human and pig muscles^(^ ^17^ ^,^ ^53^ ^)^. This indicates that the effect of HMB on this gene expression could be species and/or condition related. 

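All 4 probes of *TRIM63* (ENSECAT00000026380) were lower in HMB-treated cells, with mean log2 ratios between -1.02 and -0.87. The probe used for the gene, on chromosome 2 from 27768741 to 27768800, had ratios of -0.65, -0.68, -1.05 and -1.12 on arrays 1 to 4. Their mean was -0.87 ± 0.24 (standard error 0.10), a fold change of -1.83, with an adjusted P = 0.00397 in the limma test. With each array left out in turn, the mean stayed between -0.95 and -0.79 and past the threshold. Under the methods' t-test the adjusted P of *TRIM63* was 0.0722, the highest over its alternatives, and the lowest was 0.00226.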

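Beside the named *MAPK14* probes on chromosome 20 lie 5 overlapping probes to which the files give no gene name. They were singled out after their values were seen, and which gene they measure is not settled here. They lie between 29559924 and 29560243 on EquCab1, and 1 of them is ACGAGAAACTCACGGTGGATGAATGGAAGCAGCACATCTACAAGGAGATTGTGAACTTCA. All 5 passed the threshold of the limma test with mean log2 ratios between 0.81 and 0.87. The mean of the 5 was 0.72, 0.80, 0.80 and 1.00 on arrays 1 to 4, which is 0.83 ± 0.12 and 1.78-fold, and the largest of their adjusted P values was 0.00206.

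**Figure D4:**
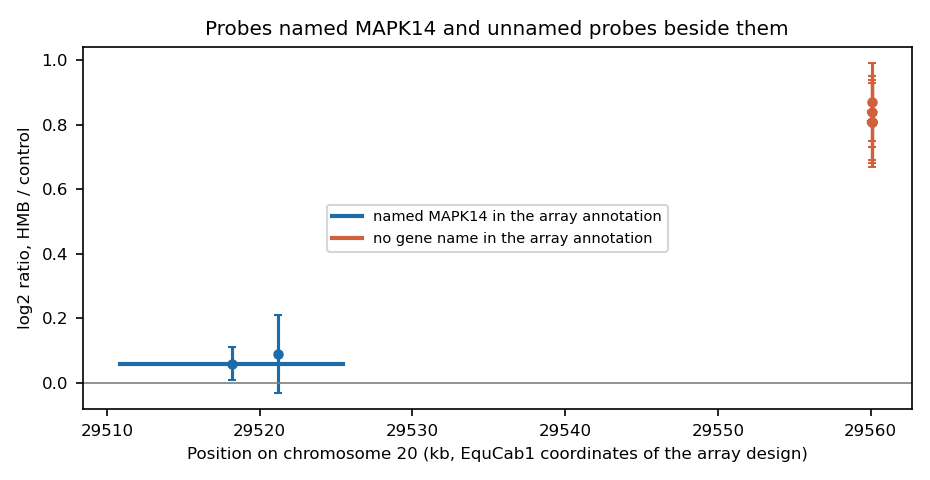
Mean log2 ratio of HMB-treated to control cells for the 2 probes named *MAPK14* and the 5 unnamed probes beside them, against position on chromosome 20. Each probe has a line over its span, a point for the mean and a bar for the SD over the 4 arrays. The single arrays are not drawn. On them the unnamed probes lie between 0.66 and 1.04, and the named ones between -0.03 and 0.24.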

Multiple studies suggest that *Mapk14* signalling may be involved in HMB-mediated stimulation of protein synthesis in catabolic conditions^(^ ^8^ ^,^ ^39^ ^,^ ^54^ ^)^, which may be confirmed by the up-regulation of this gene in HMB-treated ESC.

### Lipid metabolism and energy homoeostasis

Recent studies have revealed that HMB supplementation may alter metabolism, as evidenced by improved aerobic performance and increased fat loss during exercise^(^ ^11^ ^,^ ^12^ ^)^. This is confirmed in our study, which showed influence of DEG on cell processes such as ‘energy homoeostasis’, ‘lipid metabolism’, ‘glucose import’, ‘fatty acid oxidation’ and ‘gluconeogenesis’ (Fig. 4 and 5). An extensive amount of research describing the positive role of *Mapk14* on glucose uptake^(^ ^55^ ^)^ and gluconeogenesis^(^ ^56^ ^)^ has been published. Thereby, we postulate that apart from the established role of *Mapk14* in HMB-dependent influence on protein metabolism and cell growth it can mediate HMB influence on energy homoeostasis as well. The rate of post-exercise muscle glycogen synthesis is 2–3-fold slower in horses compared with other mammals^(^ ^1^ ^)^; therefore, the positive impact of HMB on glucose uptake could enhance this process in equine skeletal muscles. This is an interesting aspect of our study, which deserves more attention in future investigations. Another salient point of HMB influence on metabolism may be the transcription factor *Esrra* (oestrogen-related receptor *α*), controlling vast gene networks involved in all aspects of energy homoeostasis, including lipid and glucose metabolism as well as mitochondrial biogenesis and function^(^ ^57^ ^)^. 

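*ESRRA* (ENSECAT00000016651, chromosome 12, 14967371 to 14967430) was lower in HMB-treated cells on all 4 arrays, with a mean log2 ratio of -0.16 ± 0.06 (standard error 0.06) and an adjusted P = 0.0961 in the limma test. All 5 probes of the gene were tested, and 2 of the other 4 passed the threshold. After normexp and loess the probe used for *ESRRA* passed it (adjusted P = 0.0415). This was the lowest over its alternatives, and the highest was 0.817, with no lowess normalisation.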

Common targets algorithm showed its strong association with ‘fatty acid oxidation’ and ‘lipid metabolism’ (Fig. 5). *Essra* is targeted by *Ppargc1b* (peroxisome proliferator-activated receptor γ, coactivator 1 β) (PPAR-*γ* coactivator), a well-established regulator of *β*-oxidation of fatty acids and oxidative phosphorylation in mitochondria, which is highly induced during myogenic differentiation^(^ ^58^ ^)^. 

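The coactivator gene *PPARGC1B* (ENSECAT00000021080, chromosome 14, 27335497 to 27335556) had a mean log2 ratio of -0.28 ± 0.07 (standard error 0.06), a fold change of -1.21, with an adjusted P = 0.0241 in the limma test. Its 5 probes lay between -0.35 and -0.28. The gene was not past the threshold without array 2 (adjusted P = 0.131) or array 3 (0.11), and over all alternatives its adjusted P lay between 0.0177 and 0.131.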

*Prkab*2 (protein kinase, AMP-activated, *β*2 non-catalytic subunit) is essential for the regulation of a multitude of metabolic processes maintaining energy homoeostasis, especially in tissues with high metabolic rates, such as skeletal muscle^(^ ^59^ ^)^. 

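*PRKAB2* (NM_001081914, on an unplaced sequence from 269023001 to 269025158) had ratios of -0.35, -0.54, -0.40 and -0.59 on arrays 1 to 4. The mean log2 ratio of its 1 probe was -0.47 ± 0.11 (standard error 0.07), a fold change of -1.38, with an adjusted P = 0.00735 in the limma test, and the gene passed whichever array was left out. With the methods' t-test its adjusted P was 0.0632, the highest over its alternatives, and the lowest was 0.00354.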

Bruckbauer *et al*.^(^ ^12^ ^)^ reported that HMB increases the activity of *Prkab*2 in adipocytes and muscle cells; however, our results showed that HMB slightly decreased its expression in ESC at the time of the analysis. *Prkab*2 senses cellular energy levels. In response to low cellular ATP levels, *Prkab*2 switches off ATP-consuming anabolic pathways (mechanistic target of rapamycin (mTOR) kinase pathway), which results in inhibition of cell growth, proliferation and macromolecules synthesis, and at the same time *Prkab*2 switches on catabolic pathways that generate ATP (e.g. glucose uptake, glycolysis, fatty acid oxidation)^(^ ^59^ ^)^.

In regulation of the cellular process ‘lipid metabolism’, two genes appear to take the lead – *Abca1* (ATP-binding cassette, sub-family A, member 1), encoding a membrane-associated protein belonging to the ATP-binding cassette transporters superfamily and *Abhd5* (abhydrolase domain-containing protein 5). 

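*ABHD5* (ENSECAT00000023610, chromosome 16, 42622110 to 42622169) had a mean log2 ratio of 0.31 ± 0.04 (standard error 0.06), with an adjusted P = 0.015 in the limma test. It was higher in HMB-treated cells on all 4 arrays, but not past the threshold without array 2 (adjusted P = 0.085) or array 3 (0.0749). The only probe of *ABCA1*, on chromosome 25 from 24520747 to 24520806, was above background on 1 array in HMB-treated cells and on 0 arrays in control cells, so that it was not tested. With no filter on dim probes, its mean log2 ratio was 1.81 and its adjusted P in limma was 0.0262. The noise of dim spots enters this log2 ratio, so that it is not a measured fold.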

The analysis indicated up-regulation of both in ESC. The latter encodes a co-activator of adipose triglyceride lipase, thereby enhancing adipocyte and muscle lipolysis^(^ ^60^ ^)^. *Abca1* is a key regulator of the reverse cholesterol transport process and HDL biogenesis. Increased *Abca1* expression was demonstrated in skeletal and cardiac muscles in response to training^(^ ^61^ ^)^, which indicates the role of *Abca1* in the reduction of CVD risk by physical exercise.

Several reports have established HMB’s role in supporting muscle cell membrane integrity during exercise^(^ ^13^ ^,^ ^14^ ^)^. However, as already mentioned, our analysis showed that at least at mRNA levels HMB decreased the expressions of genes encoding sarcolemmal scaffold proteins (*Dmd*, *Lama2*, *Lama5*). 

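All 4 genes listed for 'biosynthesis of unsaturated fatty acids' passed the threshold of the limma test, 2 in each direction. Of them, 3, 2, 3 and 3 remained past it without arrays 1 to 4 in turn. *FADS1* (ENSECAT00000025250, chromosome 12, 12077209 to 12077303) was higher in HMB-treated cells, with a mean log2 ratio of 0.41 ± 0.05 and an adjusted P = 0.00704, as was *ACOT7* (0.31 ± 0.04). *HACD1*, at -0.63 ± 0.07, and *SCD5*, at -0.83 ± 0.54, were lower. The ratios of *SCD5* were -0.91, -1.05, -0.06 and -1.31 on arrays 1 to 4, and it passed only without array 3. The median of the 4 was -0.16 and the mean -0.19. Of the 4 genes listed for 'glycosphingolipid biosynthesis', *ST3GAL6* (ENSECAT00000010985, chromosome 19, 52268661 to 52268720) fell most, with a mean of -0.88 ± 0.13 and an adjusted P = 0.00157. *B4GALT3* was lower too (-0.35 ± 0.05), and *B4GALT1* was higher (0.40 ± 0.09). *B3GNT5* was not past the threshold (0.11 ± 0.10), and its mean fell to -0.02 with no lowess normalisation. The other tested probe of *B3GNT5* had a mean of 0.85 and passed, so the call of this gene rests on the choice of probe. Both lists were chosen on these arrays, so the counts adjusted over the list alone, 4 and 3, are not independent evidence.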

Alternatively, functional analysis enrichment of terms associated with lipid maintenance, as well as KEGG pathways ‘biosynthesis of unsaturated fatty acids’ and ‘glicosphingolipids biosynthesis’, may indicate HMB’s ability to support cell membrane integrity by decreasing its rigidity^(^ ^62^ ^)^. Moreover, this may have an indirect impact on the inflammatory processes, signal transduction and myoblast differentiation^(^ ^62^ ^,^ ^63^ ^)^ (Fig. 3).

### Conclusions

The results presented in this study suggest the capability of HMB to influence ESC proliferation, differentiation and apoptosis as well as inflammatory response, protein anabolism, sarcolemma integrity, and cell energy utilisation and storage. As we have summarised in Fig. 5, most of the above-mentioned processes could be controlled by the Mapk14 gene, which suggests that at least at the mRNA level HMB triggers its cellular responses by stress signalling pathways. It should be noted that *in vivo* response of ESC to HMB may differ from the presented results because of the heterogeneity of the SC population and undefined postprandial HMB concentrations in equine skeletal muscle. Moreover, transcription is only one step in the regulatory pathway that leads to functional protein synthesis, therefore, further research on the proteomic, biochemical and pharmacodynamic level is highly recommended.

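Over the alternatives, the adjusted P of the named *MAPK14* probe lay between 0.193, with no filter on dim probes, and 0.797, after normexp and loess. Its mean log2 ratio lay between 0.02 and 0.08 and was positive in each, the highest being the mean of both named probes. It was not past the threshold of the limma test whichever array was left out. Of the processes it discusses, the paper proposes that most could be controlled by *MAPK14*, and from this that HMB triggers its responses at the mRNA level by stress signalling pathways.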

In conclusion, this study demonstrated for the first time that HMB has the potential to influence ESC by controlling its global gene expression. Transcriptomic profile analysis identified valuable gene targets of HMB in ESC, which may support the role of HMB in improving skeletal muscle growth and regeneration in horses; however, the overall role of HMB in equine skeletal muscle remains equivocal and requires further research.

How the deposited data were processed for this re-analysis (not part of the article)

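Messenger RNA of differentiating equine satellite cells with HMB and of control cells was compared on 4 two-colour arrays of horse probes, *n* 4, on 1 slide. HMB-treated cells were in Cy5 and control cells in Cy3 on every array. The authors scanned the arrays and made the spot intensities with Feature Extraction, which the deposited files name as version 10.10.1.1, another version than the methods section names. The deposited raw intensity values are the mean signal of a spot and the median of its local background, and the deposited processed intensities are background-subtracted, detrended and dye-normalised. The deposited log10 ratios of Cy5 over Cy3 were made by the authors from these by linear and lowess normalisation. The summary table of the deposit holds the same log10 values, with a largest difference of 0. The other deposited columns used are marks of 0 or 1 set by Feature Extraction for spots above background, non-uniform, outlying or saturated.

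Ratios were multiplied by 3.32 to the log2 scale. The 1417 control spots of an array were left out, as were spots marked non-uniform or outlying in either channel, and the spots of a probe were averaged. A probe was tested when the same channel was well above background on all 4 arrays and at least 3 arrays had a value. This left 27383 probes, while 16220 were below the filter. Symbols came from the files for 24113 probes and from the RefSeq gene table for 2915, with the rest from the accessions of Table 2, a list of aliases or another probe of the same accession. In all, 27245 probes had a symbol.

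The ratios were tested with limma 3.58.1 in R 4.3.3 (intercept only, empirical Bayes variance), with the Benjamini and Hochberg adjustment over all tested probes and a threshold of 0.05. Lists were tested as sets with limma's fry and camera, the latter with a preset and with an estimated correlation, two-sided. Tables were read with data.table 1.17.8 and summarised with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The procedure was tested on simulated arrays in which 200 of the 27383 probes were raised or lowered by 1 on the log2 scale, in equal numbers. limma recovered 177 (88.5%) with 6 wrong calls, and the methods' t-test recovered 47 (23.5%) with 2 wrong calls. The simulated noise was independent between probes, whereas the estimated correlation within the differentiation markers was 0.78. The wrong calls therefore do not give the error rate on the real arrays.

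The test, the filter, the threshold, the alternatives and the lists of Tables 2 and 3, the RT-qPCR genes, the differentiation markers and the cell cycle, inflammatory and sterol synthesis genes were chosen before the data were examined. The lists of interferon-stimulated, MHC class II and metallothionein genes and of leukocyte markers were set after values had been seen. The fibroblast markers were set after the files were read but before the values of these genes were looked at. The genes named are those of Tables 1 and 2, of the tallied lists of Table 3, of the discussion and of the lists above. The list for 'regulation of cellular localisation', left out when the lists were set, and that for 'positive regulation of biosynthetic process' were not tallied. Also named are the 5 genes with the largest rises and 5 with the largest falls. These were taken among genes with a symbol whose probe was past the threshold with the same sign on all arrays. A gene is represented by the probe of the accession in Table 2, or else by its tested probe of highest mean intensity. *KMT2E*, *SDCBP2* and *PDGFRA*, and the unnamed probes beside *MAPK14*, were chosen after their values were seen.

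The alternatives were normexp background correction with an offset of 50 and loess, ratios centred on the median of each array without lowess, the methods' t-test (named in the supplementary workbook and not in the methods section), an intensity trend with a robust prior, separate channels without pairing or with the array as the replicate block, no filter on dim probes, both channels above background, marked spots kept, the summary table's values, an added minimum of 1.3-fold, the mean of all tested probes of a gene, and each array left out in turn. Without an array, at least 2 values were required. The t-test, the trend and the minimum fold do not enter the tests of lists as sets. Random lists, 10000 for each list, were matched on intensity in 10 bins. A regression of the ratios of 14168 genes on base counts and intensity explained 2.75% of their variance. The enrichment analysis was not recomputed, since some lists of Table 3 are given in part. The RT-qPCR data were not analysed here, and the values of one gene are not reported here.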

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

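The tests of a fixed dye bias and of a dye bias set by the probe's sequence were chosen only after the results were seen, as were the lists of interferon-stimulated, MHC class II and metallothionein genes and of leukocyte markers.

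Each of 203 values, 182 of them genes, was examined for an array far from the other 3, measured as its gap to the nearest divided by the whole range. This held for 8 genes (4.4%), and chance gives about 1 in 20. Array 1 stood apart for *LAMA5* (0.85, with -0.44 against -0.93, -0.98 and -1.01), *MYH7* (0.891), *FBLN1* (0.918) and *OR2Q1P* (0.961, with 3.50 against 2.76, 2.79 and 2.79). Array 3 stood apart for *CCNB2* (0.852, with 0.25 against 0.86, 0.77 and 0.77) and *IRF7* (0.84), and array 4 for *SC5D* (0.87) and *DQB* (0.839). The median of the fibroblast markers stood apart on array 1 (0.88, with 0.33 against -0.14, -0.08 and -0.11), and the median Cy5 signal over background on array 2 (0.889, with 5.85 against 4.68, 4.81 and 4.74). No biological explanation was tested for these, as the colt of each array is not stated.

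On array 2, 1 probe of *KMT2E* had a log2 ratio of 8.20 against 0.18, 0.19 and 0.21 on the others (0.995), and the only probe of *SDCBP2* had 6.80 against -0.03, -0.12 and -0.09 (0.988). The highest ratio of the 6 other *KMT2E* probes on array 2 was 0.24, which is consistent with a fault of 1 spot. *SDCBP2* has no other probe, so its spot was not tested. Neither probe passed the threshold (adjusted P = 0.287 and 0.35).

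The paper does not report on interferon-stimulated genes. All 24 tested of 29 were lower in HMB-treated cells, with a median log2 ratio of -1.67 and a mean of -1.70, and 22 passed the threshold of limma, as did 22 adjusted over the list alone. Of the 22 genes past the threshold of limma, 13, 18, 20 and 21 remained past it without replicates 1 to 4 in turn. Without pairing 9 remained, and with no filter on dim probes 6. By the methods' t-test 0 passed, with 16 at a P under 0.05 before adjustment. The set was lower by fry (a p of 0.0189) and camera with a preset correlation (1.9e-14), but not with an estimated correlation (0.162). Without replicate 1 the p of fry was 0.0801 and without replicate 2 it was 0.0586. The medians of the arrays lay between -2.50 (array 3) and -1.06 (array 4). The median was -1.67 after regression on base composition and -1.54 without lowess. Of 15 further probes of 10 genes that share no stretch of 12 bases with the first, 100.0% were lower. These values argue against base composition, a dye bias set by the probe's sequence and the normalisation as the whole cause. A fixed dye bias is the same on every array, so it does not account for the range of the array medians, 1.45 against a median of 0.10 for matched random lists, 0.0001 of which had as large a range. As a cause of the fall common to the arrays it stays open, since the dyes were exchanged on 0 of 4 arrays. Leukocytes in the control cultures stay open too, as only 4 of 16 leukocyte markers were tested and they went both ways, with a median of 0.00 and a mean of -0.10 (2 past the threshold, fry 0.815). A lower interferon response with HMB may be the cause, but a difference between cultures other than HMB, such as their plate, was not tested.

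MHC class II genes, which the paper does not report, had a median of -0.57 and a mean of -0.91, with 7 of 8 tested lower. In limma 5 passed the threshold, all lower, and 7 adjusted over the list alone, against 3 by the methods' t-test. The set was lower by fry (a p of 0.000239) and camera with a preset correlation (6.84e-05), but not with an estimated one (0.0646). With both channels above background the median was -0.25, and over the alternatives it lay between -0.61 and -0.25. The median was -0.54 after regression on base composition and -0.57 without lowess, which argues against both as the whole cause. Of 8 further probes of 3 genes, 100.0% were lower, which argues against a dye bias set by the probe's sequence for the direction only. The size differed between probes. For *DQA* the mean was -0.83 against -2.27 at a further probe, and for *DQB* -1.09 against -2.18. The further probes of *DRB* (-0.30) lay on both sides of it, the smallest fall being -0.08. The size of the fall, and with it the median, thus rests on the choice of probe, and an effect of the sequence on it stays open. A fixed dye bias stays open, since the dyes were exchanged on 0 of 4 arrays, and so do leukocytes in the control cultures (median of their markers 0.00). These, and a difference between the plates, cannot be told apart here from an effect of HMB.

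Metallothionein genes, which the paper does not report, had a median of 1.03, with 6 of 7 tested higher. All 7 passed the threshold of limma, 6 higher and 1 lower, and 7 adjusted over the list alone, against 4 by the methods' t-test. The set was higher by fry (a p of 0.000405) and camera with a preset correlation (1.95e-05), but not with an estimated one (0.0703). The median was 1.11 after regression on base composition and 1.21 without lowess, which argues against both. A fixed dye bias stays open, with the dyes exchanged on 0 of 4 arrays, as does a bias set by the sequence, since 100.0% of further probes with the list's sign rests on 1 probe. Cross-hybridisation between gene copies stays open too: 0 of 21 pairs of probes shared at least 48 of 60 bases, the most being 46, but the probes were not tested against the whole transcripts. An effect of HMB may add to these and was not separated from them or from a difference between the plates.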

How the results depend on the processing

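Replacing the *MAPK14* probe by the 5 unnamed probes beside it was chosen only after the values were seen.

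The values of the summary table and the array as the replicate block left all 184 named genes tested on their side of the threshold and in their direction, as did marked spots kept. An intensity trend with a robust prior kept 182, both channels above background 168 of 170, normexp and loess 163, a minimum of 1.3-fold 160, no lowess 142 of 181, separate channels without pairing 135, no filter on dim probes 127 and the methods' t-test 99. Without replicates 1 to 4 in turn, 153, 137, 137 and 157 were kept. The mean of all tested probes kept 24 of 24, and the unnamed probes beside *MAPK14* were past the threshold in place of the named one.

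The number of probes changed by HMB was 768 by the methods' t-test, 2567 without pairing, 3690 with no filter on dim probes and 3863 with a minimum of 1.3-fold, and between 2569 and 4981 with each replicate left out. The number of genes changed by HMB was 477, 1477, 2364 and 2146, and between 1441 and 2825. An added minimum fold can only lower these counts, and for the others the cause was not tested. Of the changed probes, 59.2% were higher without lowess, 34.7% without pairing and 36.3% without replicate 2, against 49.1% in the main test. Splits of the arrays by sign cannot exclude chance for either count, since 1 of the 8, the real one, gave as many probes, and 1 of 8 as many genes, and although the others gave fewer, 8 splits cannot make this rare enough.

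By the methods' t-test, 11 Table 2 genes, 6 muscle organ development genes and 3 RT-qPCR genes on the arrays passed. Of the genes of the other tallied Table 3 lists, 25 passed without pairing and 24 with a minimum of 1.3-fold. Between 20 and 35 passed with each replicate left out. The median of the differentiation markers lay between -1.07 and -0.71 with each replicate left out, with a p of fry of 0.0511 without replicate 2 (median -0.90) and 0.0578 without replicate 3 (-0.82), while it was 0.0108 without replicate 1 and 0.0244 without replicate 4. Of them, 0 passed by the methods' t-test (17 at a P under 0.05 before adjustment, against 19 past the threshold by limma), 4 with no filter on dim probes, and between 11 and 19 with each replicate left out.

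The median of the cell cycle genes was 0.32 after normexp and loess (a p of fry of 0.0648), 0.35 without pairing (0.281), 0.35 with no filter on dim probes (0.0551), and between 0.30 and 0.51 with each replicate left out. Of them, 0 passed by the methods' t-test (8 at a P under 0.05 before adjustment, against 8 past the threshold by limma), 0 without pairing, 0 with no filter on dim probes, and between 3 and 10 with each replicate left out. Of the inflammatory genes, 4 passed without lowess and 1 without pairing. The median of the sterol synthesis genes was -0.05 after normexp and loess, 0.02 without lowess, and between -0.05 and 0.06 with each replicate left out, and 1 of them passed after normexp and loess, 1 without lowess and 1 with both channels above background. The cause was not tested.

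Without lowess, some genes that were lower became higher: *TAGLN3* 0.08, *MGP* 0.44, *ACTC1* 0.69, *COL1A2* 0.86, *COL3A1* 0.75, *FBN1* 0.46 and *SPARC* 0.32. After normexp and loess *ACTC1* was 0.01. The probes of these genes were bright, with mean log2 intensities between 15.34 (*TAGLN3*) and 17.10 (*COL1A2*). The cause was not tested.

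Signal over background limits what can be measured. The 16220 probes below the filter have no measured change, and for a gene above background in 1 channel only, the ratio is not a measured fold.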

Differences from the paper's values

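No test here was chosen after the result was seen, apart from the unnamed probes beside *MAPK14*.

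The paper's fold change for *TAGLN3* in Table 2 is a larger fall than the -1.44 found here, by more than the SD over arrays. Of the alternatives set before the data were examined, the mean of all tested probes of the gene closes the gap (-1.71) and the others do not. The paper's fold change for *MAPK14* in Table 2 is a larger rise than the 1.04 found here, by more than the SD over arrays. None of the alternatives set before the data were examined closes the gap (1.01 to 1.05). The mean of the 5 unnamed probes beside it, chosen after seeing the values, is 1.78 and lies within their SD of it. The gene of these probes is not settled, so this does not show a rise of *MAPK14*.

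The paper gives 627 changed probes, and limma gave 6257 here. The paper's 361 changed transcripts or genes compare with 3586, its 159 higher with 1844 and its 202 lower with 1736. For counts and adjusted P, a gap is called closed where one value is at most 1.5 times the other. Of the alternatives set before the data were examined, the methods' t-test closes these gaps in that sense (768, 477, 223 and 254) and the others do not. This t-test was run without the minimum fold that the supplementary workbook names. The smallest adjusted P among the genes of Table 2 was 0.000633 here, well under the smallest that the paper gives, a gap which the methods' t-test closes (0.0327) and the other alternatives do not. The largest was 0.468 here, whereas all that the paper gives are under 0.05, and no alternative closes this gap, the values lying between 0.302 and 0.817. For the small ribosomal subunit the paper lists 6 genes as changed, of which 3 passed here. No lowess (6) reaches the paper's count, normexp and loess (5) and no filter on dim probes (5) come within 1.5 times of it, and the other alternatives do not.

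The paper states that differentiation markers did not change significantly. Here 19 of 20 tested were lower and past the threshold of limma, whereas 0 passed by the methods' t-test, with 17 at a P under 0.05 before adjustment. The paper states that expression was lowest for *NOS2* of all genes, while 64 of the 14179 tested genes or transcripts had a lower mean log2 ratio here than *NOS2* (-1.24), the lowest with a symbol being *PLAC8B* (-3.04) and *DDX60* (-3.04). It lists *ABCA1* as higher, which was too dim to be tested here and passed with no filter on dim probes (adjusted P = 0.0262). It lists *ESRRA* and *ZFP91* as lower. *ESRRA* (adjusted P = 0.0961) passed after normexp and loess (0.0415), and its adjusted P lay between 0.0415 and 0.817 over the alternatives. *ZFP91* (0.373) passed under none of them (0.154 to 0.734). The discussion writes the symbol of *F2R* beside the description of thrombin receptor-like 2, which Table 2 lists as *F2RL2*. The probe of *F2RL2* had a mean log2 ratio of 0.72 and that of *F2R* of 0.34.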

Other observations

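The tests of the place of the unnamed probes, of dimness of the named ones, of withdrawal from the cell cycle, of an anti-inflammatory effect, of sterol synthesis and of dye bias were chosen only after the results were seen.

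The probes named *MAPK14* were near 0, while 5 unnamed probes beside them were higher (mean 0.83). The values argue against dimness of the named probes as the cause. In 42 genes with a brighter probe past the threshold and changed at least 1.5-fold, 64 further probes as dim as the named ones had a median of 1.00 times its log2 ratio (quartiles 0.93 and 1.07). Of all 6024 tested probes as dim, 23.0% passed the threshold, against 22.8% of all tested probes. That the unnamed probes lie in another gene stays open. They begin 34456 bases after the last named probe. Neither the span of *MAPK14* on EquCab1 nor a match of the probe sequences to known genes was used here. The higher values of the unnamed probes are therefore not evidence of a rise of *MAPK14*. No biological explanation was tested.

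The differentiation markers were lower in HMB-treated cells, though *ACTC1* changed direction without lowess and after normexp and loess. Their medians on arrays 1 to 4 were -0.43, -0.80, -1.05 and -1.30. The median was -0.83 after regression on base composition and -0.50 without lowess, and the most extreme median of lists matched on intensity was -0.25, which argues against base composition, lowess and a bias at the brightest probes as the whole cause. A dye bias set by the sequence would fall on probes whatever their gene, and the share of matched random lists with as low a median after the regression was 0.0001, the smallest that 10000 lists can give. Across 2318 genes with a further probe that shares no stretch of 12 bases, Pearson's correlation between both probes was 0.85. These values argue against such a bias, though only 1 further probe of the list itself could be compared. A fixed dye bias does not account for the range of the array medians, 0.86 against a median of 0.09 for matched random lists (a share of 0.0001 with as large a range). As a cause of the fall common to the arrays, such a bias shared by these genes stays open, since the dyes were exchanged on 0 of 4 arrays. More fibroblasts in the HMB cultures stay open too. The median of 11 tested of 12 fibroblast markers was 0.01 and the mean -0.03, which differ in sign (2 past the threshold, fry 0.936), but without lowess the median was 0.37. *PDGFRA*, which was left out of this list because its value had been seen, was higher, at 1.53 ± 0.47 (adjusted P = 0.00358). Slower differentiation with HMB may be the cause, and it cannot be told apart from these or from a difference between the plates.

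The cell cycle genes were higher in HMB-treated cells, with a median of 0.35, whereas enhanced withdrawal from the cell cycle with HMB would lower them. The median was 0.36 after regression on base composition and 0.47 without lowess, and 100.0% of 9 further probes of 8 genes were higher. These values argue against base composition, lowess and a dye bias set by the sequence as the whole cause. A fixed dye bias does not account for the range of the array medians, 0.55 against a median of 0.10 for matched random lists (a share of 0.0001), but stays open as a cause of the common rise, with the dyes exchanged on 0 of 4 arrays. That HMB-treated cells divide more may be a candidate explanation, but a difference between the plates stays open too. The rise was not past 0.05 by fry without replicate 1 (a p of 0.169), replicate 2 (0.151) or replicate 4 (0.159).

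An anti-inflammatory effect of HMB stays open. Without *NOS2* and *SAA1*, which the study picked from these arrays, the median of the 5 other tested inflammatory genes was 0.12, with 2 lower and 3 higher and 0 past the threshold of limma. The sterol synthesis genes, 12 tested, had a median of 0.00 and a mean of -0.03 and went both ways, with 0 past the threshold of limma or the methods' t-test and 2 at a P under 0.05 before adjustment in the latter. That HMB feeds sterol synthesis is neither shown nor excluded by a p of fry of 0.626.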
